# TET1 loss propels the development of hyperthyroidism by remodeling histone modifications of *PAX8* promoter

**DOI:** 10.1038/s12276-025-01566-2

**Published:** 2025-10-29

**Authors:** Hui Dang, Yan Liu, Ye Zhou, Mengjun Sui, Yubo Wang, Wei Qiang, Fang Sui, Yan Zhang, Hongxin Cao, Xiaoyan Wu, Meiju Ji, Peng Hou

**Keywords:** Endocrine system and metabolic diseases, Molecular biology

## Abstract

Ten eleven translocation 1 (TET1) is a 5-methylcytosine dioxygenase, and its altered DNA demethylation has been implicated in human diseases. However, its role in regulating thyroid function remains totally unknown. Here we first generated thyroid-specific *Tet1* knockout combined with thyroid-specific *Braf*^*V600E*^ transgenic mouse model (*Thy-Braf*^*V600E*^*; Tet1*^*−/−*^) and their control mice (*Thy-Braf*^*V600E*^*; Tet1*^*+/+*^). The latter developed severe hypothyroidism and lost reproductive ability owing to structural damages of thyroid gland, while thyroid-specific *Tet1* knockout effectively restored thyroid structure and function of *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ mice and their reproductive ability. In addition, we also established thyroid-specific *Tet1* knockout mouse model (*Thy-Tet1*^*−/−*^) and demonstrated that these mice could develop hyperthyroidism with systemic hypermetabolic symptoms such as weight loss, increased heart rate and elevated systolic blood pressure, further supporting the inhibitory effect of TET1 on thyroid function. Transcriptomic sequencing revealed that key genes related to metabolism and synthesis of thyroid hormones such as *PAX8*, *SLC5A5* and *TPO* were significantly upregulated in *Thy-Tet1*^*−/−*^ mice. Mechanistically, TET1 recruits HDAC1 to reduce the levels of H3K27Ac and H3K9Ac in the *PAX8* promoter, thereby inhibiting the expression of itself and its downstream targets NIS and TPO. Further studies showed that elevated miR-29c-3p in serum exosomes enhanced thyroid function by targeting TET1, which may be one of the causes of hyperthyroidism. Thus, this study uncovers a new mechanism by which TET1 suppresses thyroid function, providing a new perspective to explore the pathogenesis of hyperthyroidism.

## TET1 regulates thyroid function and hyperthyroidism mechanisms

Hyperthyroidism is a condition in which the thyroid gland produces too many hormones, leading to symptoms such as weight loss and irritability. Here scientists are exploring the role of a protein called TET1 in thyroid function. TET1 is known for its role in modifying DNA, which can affect how genes are turned on or off. In this study, researchers investigated whether TET1 influences thyroid activity. They used mice that were genetically modified to lack TET1 specifically in their thyroid glands. These mice showed signs of hyperthyroidism such as increased thyroid hormone levels and faster metabolism. The researchers found that TET1 normally helps suppress the activity of certain genes involved in thyroid hormone production by interacting with other proteins that modify DNA structure. This study suggests that TET1 plays a crucial role in regulating thyroid function and that its absence can lead to hyperthyroidism.

This summary was initially drafted using artificial intelligence, then revised and fact-checked by the author.

## Introduction

Hyperthyroidism is a pathological disorder caused by the hyperfunction of thyroid gland itself, resulting in excessive synthesis and secretion of thyroid hormones^1^. In addition to abnormal thyroid hormone levels, the characteristic physical findings are weight loss, tachycardia and emotional irritability, which are consistent with the clinical features of thyrotoxicosis^1^. The escalating prevalence of hyperthyroidism has caused a growing burden on society in recent years^2,3^. The common pathogenesis and mechanisms of hyperthyroidism include various conditions, such as Graves’ disease, toxic multinodular goiter and toxic adenoma^4,5^. However, the role of additional molecular mechanisms remains unknown, particularly whether epigenetic modifications are involved.

DNA methylation and demethylation are important ways of epigenetic modification, which are involved in regulating gene expression in multiple biological processes and diseases by interacting with transcription factors or altering the structure of chromatin^6^. Ten eleven translocation 1 (TET1), as a DNA dioxygenase, binds to CpG enriched sites and orchestrates the active demethylation process of cytosine by sequentially oxidizing 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC), which plays an essential role in numerous human diseases^7^. In addition, TET1 also exhibits nonenzymatic activity that recruits or repels other proteins, thereby participating in the chromatin remodeling processes^8^. Functional studies of TET1 have predominantly focused on tumorigenesis, embryonic stem cell differentiation and neurological disorders^9–11^. However, its role in metabolic diseases, especially in thyroid dysfunction, is rarely reported. Histone acetylation is another important epigenetic modification that changes chromatin architecture and regulates gene expression by opening or closing the chromatin structure, which can be dynamically regulated by histone acetyltransferases and histone deacetylases (HDACs) ^12^. There is increasing evidence showing that the dysregulation of histone acetylation contributes to various human diseases, including metabolic diseases^12–14^.

Previous studies have shown that the thyroid-specific *Braf*^*V600E*^ transgenic mouse model (*Thy-Braf*^*V600E*^) spontaneously developed papillary thyroid carcinoma, accompanied by severe hypothyroidism and lost reproductive ability due to structural damages of thyroid gland^15^. In the present study, we unexpectedly discovered that thyroid-specific *Tet1* knockout markedly restored thyroid function and reproductive ability of *Thy-Braf*^*V600E*^ mice. Moreover, we also demonstrated that TET1 was significantly downregulated in thyroid tissues from patients with hyperthyroidism compared with healthy controls, suggesting that TET1 negatively regulates thyroid function. As supported, we established thyroid-specific *Tet1* knockout mouse model (*Thy-Tet1*^*−/−*^) and demonstrated that these mice could develop hyperthyroidism with systemic hypermetabolic symptoms, further supporting the above conclusion. A further mechanistic study revealed that TET1 suppresses thyroid function by remodeling histone modifications in the *PAX8* promoter to downregulate the expression of itself and its downstream targets NIS and TPO.

## Materials and methods

### Transgenic mice

All animal studies were conducted with approval from the Laboratory Animal Center of Xi’an Jiaotong University (no. XJTU2019-G195). *LSL-Braf*^*V600E*^ mice were gifts from Prof. Mattin McMahon (The University of California). *TPO-Cre* mice were kindly provided by Prof. Shioko Kimura (National Cancer Institute). *Tet1*^*flox/flox*^ mice were purchased from Shanghai Model Organisms Center Inc. *LSL-Braf*^*V600E*^ mice and *TPO-Cre* mice were crossed to generate thyroid-specific *Braf*^*V600E*^ transgenic mouse model of thyroid cancer (*Thy-Braf*^*V600E*^) as previously described^15,16^. *Tet1*^*flox/flox*^ mice, *LSL-Braf*^*V600E*^ mice and *TPO-Cre* mice were crossed to generate thyroid-specific *Tet1* knockout combined with *Braf*^*V600E*^ transgenic mouse model of thyroid cancer (*Thy-Braf*^*V600E*^*; Tet1*^*−/−*^). Thyroid-specific *Tet1* knockout (*Thy-Tet1*^*−/−*^) mice were constructed by crossing *Tet1*^*flox/+*^ and *TPO-Cre* transgenic mice. Their wild-type (WT) littermates (*Thy-Braf*^*WT*^, *Thy-Braf*^*WT*^*; Tet1*^*+/+*^ or *Thy-Tet1*^*+/+*^) were used as the controls. These mice were kept in a specific pathogen-free environment.

All transgenic mice were weaned at 21 days of age, and genomic DNA was extracted from mouse tails for PCR analysis to determine the genotypes. The primer sequences are presented in Supplementary Table 1. Vital signs such as body weight, heart rate and blood pressure were measured at fixed time points during mouse breeding. Blood was collected from the orbital venous plexus of mice, and serum related indicators were then tested using ELISA kits according to the manufacturer’s protocol. The information of ELISA kits is presented in Supplementary Table 2. In addition, iodide uptake assays were conducted as previously described^17^.

### Dot-blot assay

Genomic DNA was isolated from mouse thyroid tissues by standard phenol-chloroform extraction. DNA was diluted in 2× SSC buffer to a concentration of 200 ng/μl and denatured with 0.1 M NaOH. Then 1,000 ng of genomic DNA was spotted onto a 0.45 μm positively charged nylon membrane (Roche Diagnostics), baked at 70°C for 5 min and fixed by UV crosslinking. The membrane was then washed, blocked with 5% casein buffer and incubated with an anti-5hmC antibody (Active Motif) overnight at 4 °C. After incubation with species-specific HRP-conjugated secondary antibody (ZSGB-BIO), the dot signal was visualized with an ECL detection kit (Millipore). Meanwhile, the same blot was stained with 0.02% methylene blue in 0.3 mol/l sodium acetate (pH 5.2) as a loading control.

### H&E staining

Mouse thyroid tissue sections were paraffin embedded, dewaxed, rehydrated and stained with hematoxylin and eosin (H&E) as previously described^18^. The images were then captured under an inverted microscope.

### TEM

Mice were sacrificed and thyroid and testicular tissues were dissected out. After rinsing with precooled saline, tissue blocks of less than 3 cubic millimeters in volume were rapidly cut. Next, the sections were postfixed with glutaraldehyde solution, dehydrated at room temperature, infiltrated and embedded, ultrathin sectioned and stained with uranyl acetate. The sections were observed with transmission electron microscopy (TEM) (Thermo Fisher).

### Western blotting analysis

The detailed protocol was described in a previous study^19^. Relative protein levels were quantified by ImageJ software. The antibodies used in this study are presented in Supplementary Table 3.

### Clinical samples

Under the ethics committee approval and patient consent, we collected 15 thyroid tissues from patients with hyperthyroidism and 15 normal thyroid tissues (distal noncancerous thyroid tissues) at the First Affiliated Hospital of Xi’an Jiaotong University and investigated TET1 expression by immunohistochemistry (IHC) staining. To measure serum exosomal miRNAs, the serum samples from 10 patients with hyperthyroidism and 10 healthy controls were obtained from the First Affiliated Hospital of Xi’an Jiaotong University.

### IHC staining

The IHC staining of the target proteins was performed as previously mentioned^17^. The percentage of positive cells were counted with ImageJ software. The antibodies used in this study are also described in Supplementary Table 3.

### RNA extraction and RT–qPCR

Total RNA from mouse thyroid tissues and cell lines were extracted by using Trizol. Quantitative PCR with reverse transcription (RT–qPCR) was performed according to previous studies^18^. Each assay was run in triplicate. *β-Actin* and *U6* were used as internal references to normalize the expression of the indicated genes and miR-29c-3p, respectively. The primer sequences used for RT–qPCR and miRNA reverse transcription are presented in Supplementary Tables 4–6.

### Cell culture

The human immortalized thyroid cell line HTori3 and thyroid cancer cell line 8505C were kindly provided by Prof. Haixia Guan (Guangdong Provincial People’s Hospital). The thyroid cancer cell line C643 was obtained from Dr. Lei Ye (Ruijin Hospital). All cell lines were routinely cultured in RPMI-1640 medium (Gibco) containing 10% fetal bovine serum (FBS).

### Transfection of shRNA

To establish TET1 stably knockdown cells, 1 × 10^5^ HTori3 and 8505C were cultured in 24-well plates and then transfected with lentivirus expressing short hairpin (sh)RNAs targeting TET1 (sh-TET1#1 and sh-TET1#2) or control lentivirus (sh-NC) when cell growth reached 40–50% confluence. Blasticidin was used for cell selection 2 days after transfection to achieve maximal knockout efficiency. All lentiviruses were obtained from Hanbio Biotechnology and the shRNA sequences are presented in Supplementary Table 7.

### Co-IP

For co-immunoprecipitation (co-IP), the cell lysates were incubated with primary antibodies or IgG overnight at 4 °C, followed by a 4-h incubation at 4 °C with protein A/G-agarose beads (Santa Cruz Biotechnology, sc2003). Immunoprecipitates were then washed with RIPA buffer and detected by western blotting analysis.

### HmeDIP–qPCR

The hdroxymethylated DNA immunoprecipitation-quantitative PCR (hmeDIP–qPCR) assay was conducted to assess the 5hmC levels of the *PAX8* promoter. Genomic DNA was extracted by phenol–chloroform and sonicated in fragments in 1× TE buffer. DNA was then denatured at 95 °C for 10 min and chilled on ice for 10 min. Ten percent of the DNA sample was extracted as an input reference. The remaining 90% of the sample was equally divided and incubated with 10 μl anti-5hmC and rabbit IgG overnight at 4 °C, followed by the addition of protein A/G agarose beads and incubation at 4 °C for 2 h. Next, antibody–chromatin complexes were washed three times with 1× IP buffer and digested with proteinase K at 48 °C for 3 h. The purified DNA was amplified for subsequent qPCR assays. The primer sequences are described in Supplementary Table 8.

### ChIP–qPCR

The enrichments of HDAC1, H3K9Ac and H3K27Ac on the promoter region of PAX8 were validated by chromatin immunoprecipitation-qPCR (ChIP-qPCR) following the ChIP kit instructions (9003, Cell Signaling Technology). In brief, HTori3 and 8505C cells were crosslinked with 37% formaldehyde and chromatin was fragmented by an ultrasonic cell disruptor. After immunoprecipitation with specific antibodies, the chromatin–protein complexes were eluted from 30 μl protein G magnetic beads and reversed crosslinked. The purified DNA fragments were then used for qPCR assays. All antibodies are presented in Supplementary Table 3 and the primer sequences are provided in Supplementary Table 9.

### Dual-luciferase reporter system

The pmirGLO-Vector plasmid was kindly provided by Prof. Yanke Chen (Xi’an Jiaotong University School of Health Science Center). TargetScan and miRbase were employed to predict the binding sites of miR-29c-3p in the 3′ untranslated region (3′ UTR) of *TET1*. Based on the predicted locations, PGLO-*TET1* *3*′*-UTR* WT and PGLO-*TET1* *3*′*-UTR* MUT plasmids were constructed by Tsingke Biotech. The above plasmids and miR-29c-3p mimics/mimics NC (RiboBio) were co-transfected into cells by using X-treme GENE HP transfection Reagent (Sigma). The luciferase intensity was then measured by the dual-luciferase reporter assay system (Promega) according to the manufacturer’s instructions. Luciferase activity was calculated based on the ratio of firefly luciferase activity versus Renilla luciferase activity.

### Extraction and identification of exosomes

Cell culture medium and serum were collected to extract exosomes by ultracentrifugation. The supernatant was centrifuged at 300*g* for 10 min, 2000*g* for 10 min and 120,000*g* for 70 min in sequence. Sterile PBS was used to resuspend the sediment of the exosomes. The exosomes were then collected and dripped onto a copper grid. The morphology of the exosomes was tested by TEM. The particle sizes of exosomes were analyzed by a particle size analyzer. Exosome-specific biomarkers CD9 and TSG101 were examined by western blot analysis.

### Statistical analysis

GraphPad Prism 8.3.0 software was employed to analyze all data. Data are shown as mean and s.d. The comparison between the two groups was analyzed by a Student’s *t* test, one-way analysis of variance (ANOVA) and two-way ANOVA. The SPSS statistical package (16.0) was used to calculate the statistical significance. Each experiment was performed in triplicate. *P* < 0.05 was considered statistically significant.

## Results

### Thyroid-specific *Tet1* knockout restores thyroid function of *Thy-Braf*^*V600E*^ mice

The thyroid-specific *Braf*^*V600E*^ transgenic mouse model (*Thy-Braf*^*V600E*^) was employed for studying orthotopic papillary thyroid carcinoma^20^. To generate this model, the *LSL-Braf*^*V600E*^ mice were crossed with *TPO-Cre* mice, where Cre recombinase expression was initiated in thyroid follicular epithelial cells at embryonic day 14.5. Genotypes of the offspring were identified by agarose gel electrophoresis of PCR products from mouse tails (Supplementary Fig. 1a). The thyroid glands of *Thy-Braf*^*V600E*^ mice were significantly bigger than those of WT mice (*Thy-Braf*^*WT*^) at 5 weeks after birth. H&E staining showed the thyroid glands were structurally disordered in *Thy-Braf*^*V600E*^ mice, characterized by less colloids in the follicular lumen, endomitotic process and pseudoinclusions (Supplementary Fig. 1b). In addition, body weights of *Thy-Braf*^*V600E*^ mice were obviously decreased compared with *Thy-Braf*^*WT*^ mice (Supplementary Fig. 1c). Compared with *Thy-Braf*^*WT*^ mice, *Thy-Braf*^*V600E*^ mice exhibited lower levels of serum free triiodothyronine (FT3), free tetraiodothyronine (FT4), total triiodothyronine (T3) and total tetraiodothyronine (T4), accompanied by elevated thyroid-stimulating hormone (TSH) levels over a follow-up period of 5 weeks (Supplementary Fig. 1d). These results, taken together, indicate that *Thy-Braf*^*V600E*^ mice develop severe hypothyroidism, which was consistent with a previous study^15^.

We previously generated a thyroid-specific *Tet1* knockout combined with thyroid-specific *Braf*^*V600E*^ transgenic mouse model (*Thy-Braf*^*V600E*^*; Tet1*^*−*^^*/−*^) and their control mice (*Thy-Braf*^*V600E*^*; Tet1*^*+/+*^) by crossing *LSL-Braf*^*V600E*^ mice, *Tet1*^*flox/+*^ mice and *TPO-Cre* mice to investigate the role of TET1 in thyroid cancer^17^. This model was constructed in the same way in the present study, and the genotypes of offspring are shown in Fig. 1a. Given the function of TET1 in converting 5mC to 5hmC, the 5hmC level can serve as an indicator of TET1 protein expression. As expected, dot-blot assays showed that 5hmC levels were substantially decreased in thyroid tissues of *Thy-Braf*^*V600E*^*; Tet1*^*−/−*^ mice compared with *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ mice (Fig. 1b), further indicating that TET1 was successfully knocked out in the thyroid glands of mice. Furthermore, we observed the changes in body weights of these mice from 3 weeks to 10 weeks after birth. The body weights of *Thy-Braf*^*V600E*^*; Tet1*^*−*^^*/−*^ mice were significantly increased compared with *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ mice (Fig. 1c). The growth retardation caused by *Braf*^*V600E*^ was somewhat improved.

**Fig. 1:**
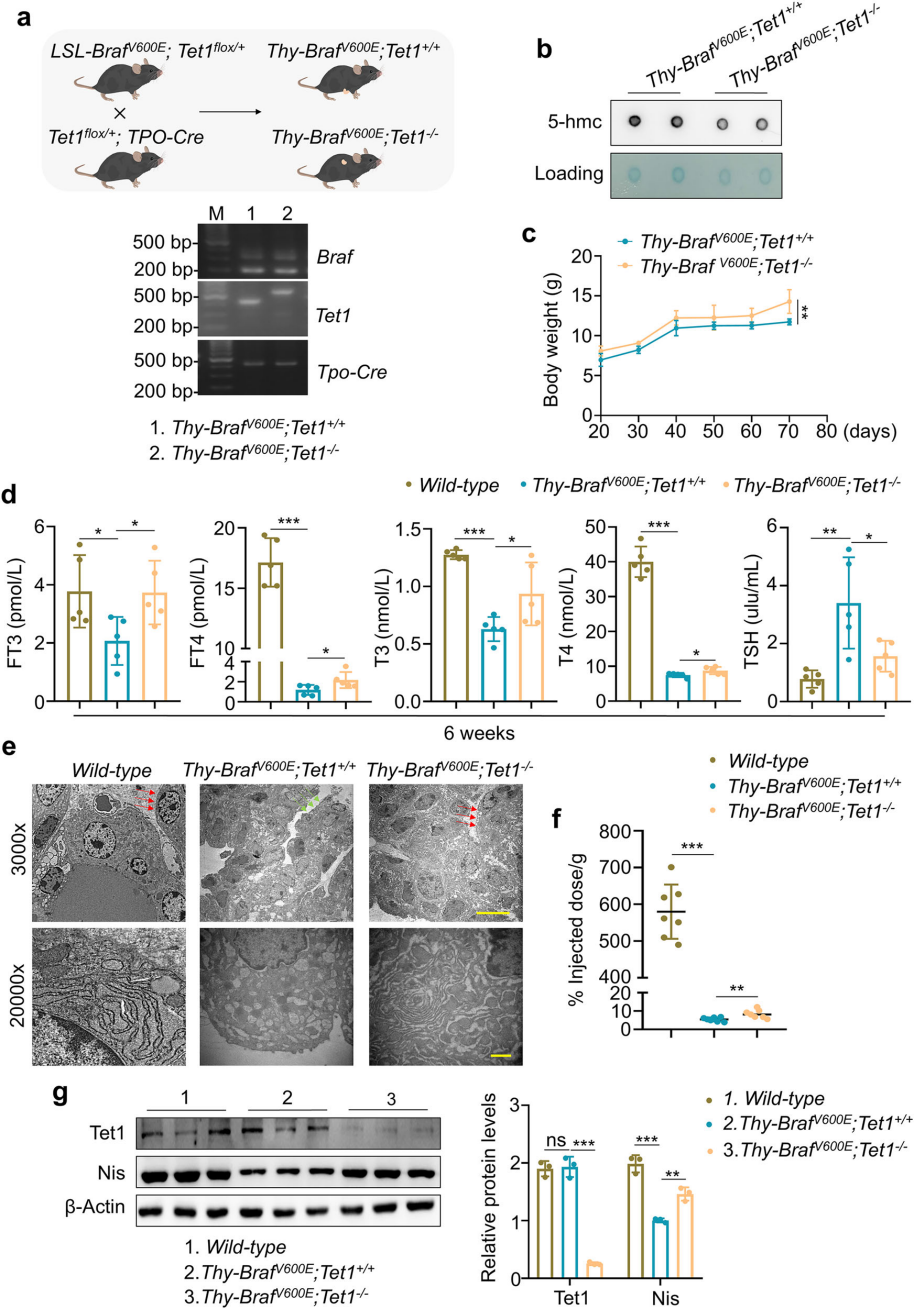
Thyroid-specific *Tet1* knockout restores thyroid function of *Thy-Braf*^*V600E*^ mice. **a** *LSL-Braf*^*V600E*^; *Tet1*^*flox/+*^ mice were crossed with *Tet1*^*flox/+*^; *TPO-Cre* mice to generate *Thy-Braf*^*V600E*^*; Tet1*^*−/−*^ (thyroid-specific *Tet1* knockout combined with *Braf*^*V600E*^ heterozygous mutation) and *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ (thyroid-specific *Braf* heterozygous mutation combined with WT *Tet1*) mice (top). Genotypes of these mice were identified by agar gel electrophoresis (bottom). M, 100 bp DNA Marker. **b** Dot-blot assays were performed to measure the 5hmC levels in thyroid tissues of *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ and *Thy-Braf*^*V600E*^*; Tet1*^*−/−*^ mice. **c** The changes in body weights of *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ and *Thy-Braf*^*V600E*^*; Tet1*^*−/−*^ mice from 3 to 10 weeks of age. **d** The serum levels of thyroid related hormones FT3, FT4, T3, T4 and TSH in 6-week-old WT (*Thy-Braf*^*WT*^*; Tet1*^*+/+*^), *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ and *Thy-Braf*^*V600E*^*; Tet1*^*−/−*^ mice were measured by chemiluminescence and ELISA (*n* = 5). **e** Representative TEM images of thyroid tissues from WT, *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ and *Thy-Braf*^*V600E*^*; Tet1*^*−/−*^ mice. The red arrows indicate abundant microvilli in the cell membrane and the green arrows indicate a very small amount of microvilli in the cell membrane of the lateral follicular cavity. Scale bars, 10 μm (3000×) and 1 μm (2000×). **f** Iodine uptake rates of thyroid gland in WT, *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ and *Thy-Braf*^*V600E*^*; Tet1*^*−/−*^ mice (*n* = 7). **g** The protein expression of Tet1 and Nis in thyroid tissues of WT, *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ and *Thy-Braf*^*V600E*^*; Tet1*^*−/−*^ mice was determined by western blotting analysis (left) and the quantitative results are shown (right). β-Actin was used as a loading control. The data are presented as the mean ± s.d. *P < 0.05, **P < 0.01, ***P < 0.001 and ns, not significant.

The reproductive system serves as a critical target organ of thyroid hormones. Thus, normal levels of thyroid hormones are essential for the fertility of mice^21^. In fact*, Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ mice were infertile due to severe impairment in thyroid function. Surprisingly, we found that *Thy-Braf*^*V600E*^*; Tet1*^*−/−*^ mice had restored reproductive ability, and significantly improved the rate of litter size compared with *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ mice (Table 1). Thus, we hypothesized that thyroid-specific *Tet1* knockout improved thyroid function in *Thy-Braf*^*V600E*^ mice. To prove this, we measured the levels of thyroid hormones in *Thy-Braf*^*V600E*^*; Tet1*^*−/−*^ mice, *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ mice and WT mice (*Thy-Braf*^*WT*^*; Tet1*^*+/+*^, as normal controls) by chemiluminescence and ELISA assays. As shown in Fig. 1d, the levels of FT3, FT4, T3 and T4 were significantly decreased in *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ mice compared with WT mice, accompanied by an obvious increase in TSH levels, while the above changes were partially reversed in *Thy-Braf*^*V600E*^*; Tet1*^*−/−*^ mice. We also observed the ultrastructural changes in the thyroid glands of these mice using TEM. As shown in Fig. 1e, compared with WT mice, the thyroid glands of *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ mice exhibited a loss of cell polarity of thyroid follicular epithelial cells and a lack of microvilli in the cell membrane of the lateral follicular cavity. Furthermore, the endoplasmic reticulum (ER) appeared swollen and expanded, suggesting abnormal protein synthesis. However, *Thy-Braf*^*V600E*^*; Tet1*^*−/−*^ mice had healthier thyroid structures than *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ mice, which was consistent with improved hormonal readiness. In addition, compared with WT mice, which usually have a strong ability to take up iodine, *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ mice exhibited an extremely weakened iodine uptake ability, whereas this effect was obviously alleviated in *Thy-Braf*^*V600E*^*; Tet1*^*−/−*^ mice (Fig. 1f). This was also supported by protein expression pattern of the sodium iodine transporter (NIS) in thyroid tissues of the above mice (Fig. 1g). These findings indicate that thyroid-specific *Tet1* knockout restores thyroid function of *Thy-Braf*^*V600E*^ mice.

**Table 1:** Pregnancy/mating and litter outcomes from pairing the indicated genotypes with C57BL/6J mice.

Genotypes	Pregnancy/mating %		Litter size (pup numbers)
	Male	Female	
*Thy-Braf*^*V600E*^*; Tet1*^*+/+*^	0 (*n* = 5)	–	0
*Thy-Braf*^*V600E*^*; Tet1*^*+/*^^*−*^	60 (*n* = 3)	–	3–13
*Thy-Braf*^*V600E*^*; Tet1*^*−/−*^	–	100 (*n* = 2)	6

### Thyroid-specific *Tet1* knockout restores the reproductive ability of *Thy-Braf*^*V600E*^ mice

Our data have confirmed that thyroid-specific *Tet1* knockout can restore the fertility of *Thy-Braf*^*V600E*^ mice. To reinforce this conclusion, we observed the alterations in the reproductive system of these mice. As shown in Fig. 2a, the ovarian volumes of *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ mice were significantly smaller than WT mice, while *Thy-Braf*^*V600E*^*; Tet1*^*−/−*^ mice had larger ovarian volume and increased ovarian index (the ratio of ovarian weight to body weight) compared with *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ mice at 10 weeks of age. We also performed H&E staining to show different developmental stages of follicles in the ovarian. On the basis of their morphologic features, we observed decreased numbers of primordial, primary and secondary follicles in *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ mice compared with WT mice, and this effect could be effectively alleviated in *Thy-Braf*^*V600E*^*; Tet1*^*−/−*^ mice (Fig. 2b). Next, we measured the levels of reproductive hormones affected by ovarian and pituitary secretion in these mice by ELISA. Expectedly, *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ female mice had a decreased levels of anti-Mullerian hormone (AMH) and estradiol (E2), and an increased levels of follicle-stimulating hormone (FSH) compared with WT female mice at 10 weeks of age, whereas these effects could be partially reversed in *Thy-Braf*^*V600E*^*; Tet1*^*−/−*^ female mice (Fig. 2c). Ultrastructural analysis of testicular tissue by TEM showed vacuolated acrosome in sperm cells in testicular tissues of *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ male mice, but relatively normal in testicular tissues of *Thy-Braf*^*V600E*^*; Tet1*^*−/−*^ male mice, which were highly similar to WT mice (Fig. 2d). In addition, we examined the reproductive hormones levels in three groups of male mice. As shown in Fig. 2e, *Thy-Braf*^*V600E*^*; Tet1*^*+/*^^*−*^ male mice had lower serum levels of testosterone and higher levels of luteinizing hormone than WT male mice at 10 weeks of age, which were distinctly alleviated in *Thy-Braf*^*V600E*^*; Tet1*^*−/−*^ male mice. Collectively, these data demonstrate thyroid-specific *Tet1* knockout restores the reproductive ability of *Thy-Braf*^*V600E*^ mice.

**Fig. 2:**
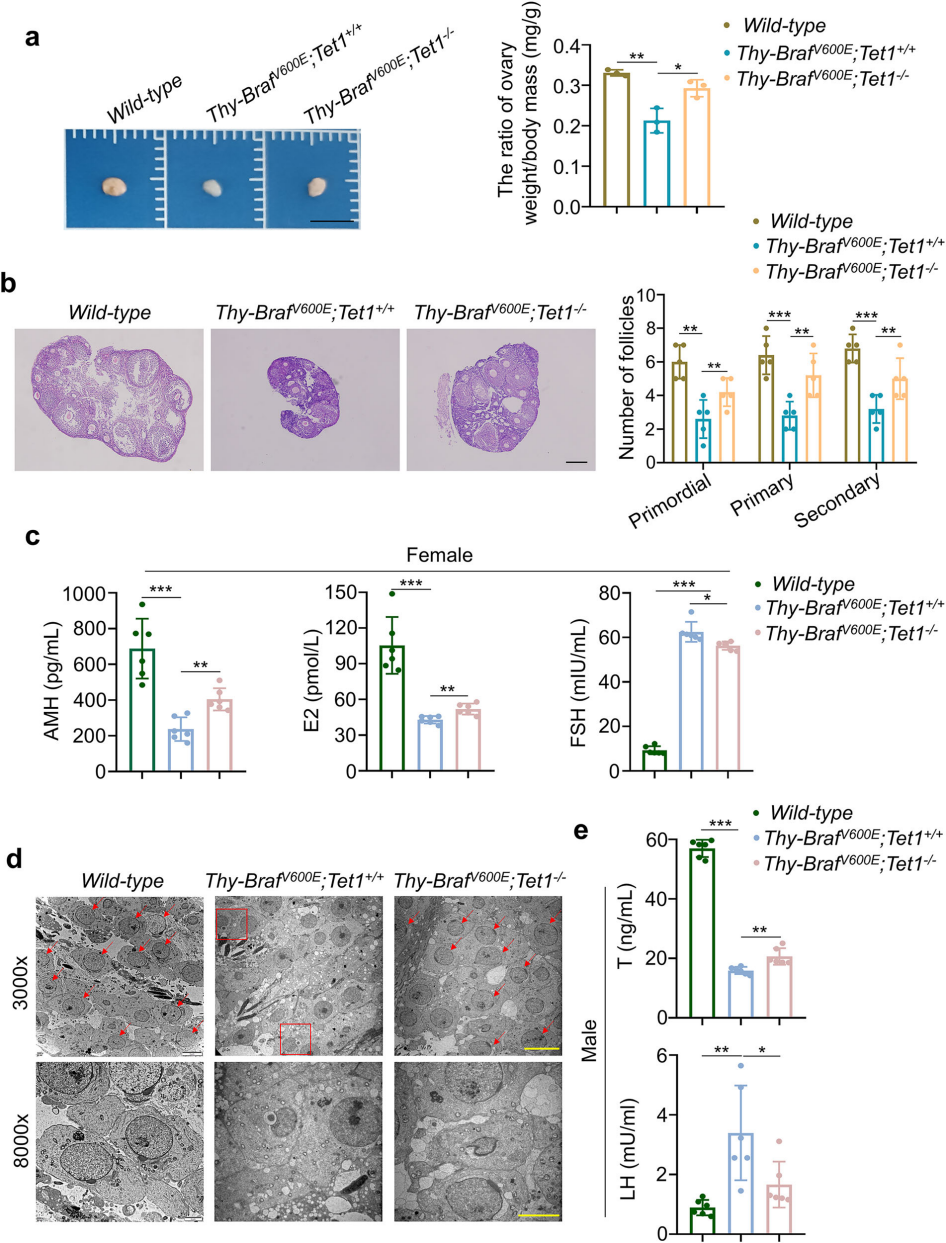
Thyroid-specific *Tet1* knockout restores the fertility of *Thy-Braf*^*V600E*^ mice. **a** Representative images of general ovaries (left) and the ratio of ovary weight to body mass (right) in 10-week-old female WT, *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ and *Thy-Braf*^*V600E*^*; Tet1*^*−/−*^ mice (*n* = 5). Scale bars, 0.5 cm. **b** Representative H&E staining of ovary tissues (left) and the numbers of primordial, primary and secondary follicles in 10-week-old female WT, *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ and *Thy-Braf*^*V600E*^*; Tet1*^*−/−*^ mice (right) (*n* = 5). Scale bars, 500 μm. **c** The serum levels of AMH, E2 and FSH in WT, *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ and *Thy-Braf*^*V600E*^*; Tet1*^*−/−*^ mice at 10 weeks of age (*n* = 6) were tested by ELISA. **d** Representative TEM images of testicle tissues in WT, *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ and *Thy-Braf*^*V600E*^*; Tet1*^*−/−*^ male mice. The red boxes indicate sperm cells with abnormal acrosomes, and red arrows indicate sperm cells with normal acrosomes. Scale bar,s 10 μm (3000×) and 1 μm (2000×). **e** The serum levels of testosterone (T) and luteinizing hormone (LH) in WT, *Thy-Braf*^*V600E*^*; Tet1*^*+/+*^ and *Thy-Braf*^*V600E*^*; Tet1*^*−/−*^ male mice (*n* = 6) were measured by ELISA. The data are presented as the mean ± s.d. *P < 0.05, **P < 0.01 and ***P < 0.001.

### Thyroid-specific *Tet1* knockout mice manifest hyperthyroidism and a systemic hypermetabolic state

On basis of the above findings, we hypothesized that TET1 may negatively regulate thyroid function. To demonstrate this, we collected thyroid tissues from 15 patients with hyperthyroidism and 15 healthy individuals as controls at the First Affiliated Hospital of Xi’an Jiaotong University. IHC staining showed that the thyroid follicular epithelium exhibited papillary hyperplasia in thyroid tissues from patients with hyperthyroidism, accompanied by decreased expression of TET1 compared with the controls (Fig. 3a). To exclude the interference of *Braf*^*V600E*^, we crossed the *Tet1*^*flox/+*^ mice and *TPO-Cre* mice to generate thyroid-specific *Tet1* knockout (*Thy-Tet1*^*−/−*^) mice and their WT (*Thy-Tet1*^*+/+*^) control mice (Fig. 3b), and determined their genotypes by PCR analysis of tail DNA (Supplementary Fig. 2a). IHC staining showed that TET1 expression was significantly downregulated in the thyroid tissues of *Thy-Tet1*^*−/−*^ mice compared with *Thy-Tet1*^*+/+*^ mice (Fig. 3c). The levels of 5hmC in thyroid tissues of *Thy-Tet1*^*−/−*^ mice were consistently decreased compared with *Thy-Tet1*^*+/+*^ mice (Supplementary Fig. 2b). However, TET1 expression was not significantly different in the liver tissues of these two groups of mice (Supplementary Fig. 2c). These results confirmed that *Tet1* was specifically knocked out in thyroid glands of mice.

**Fig. 3:**
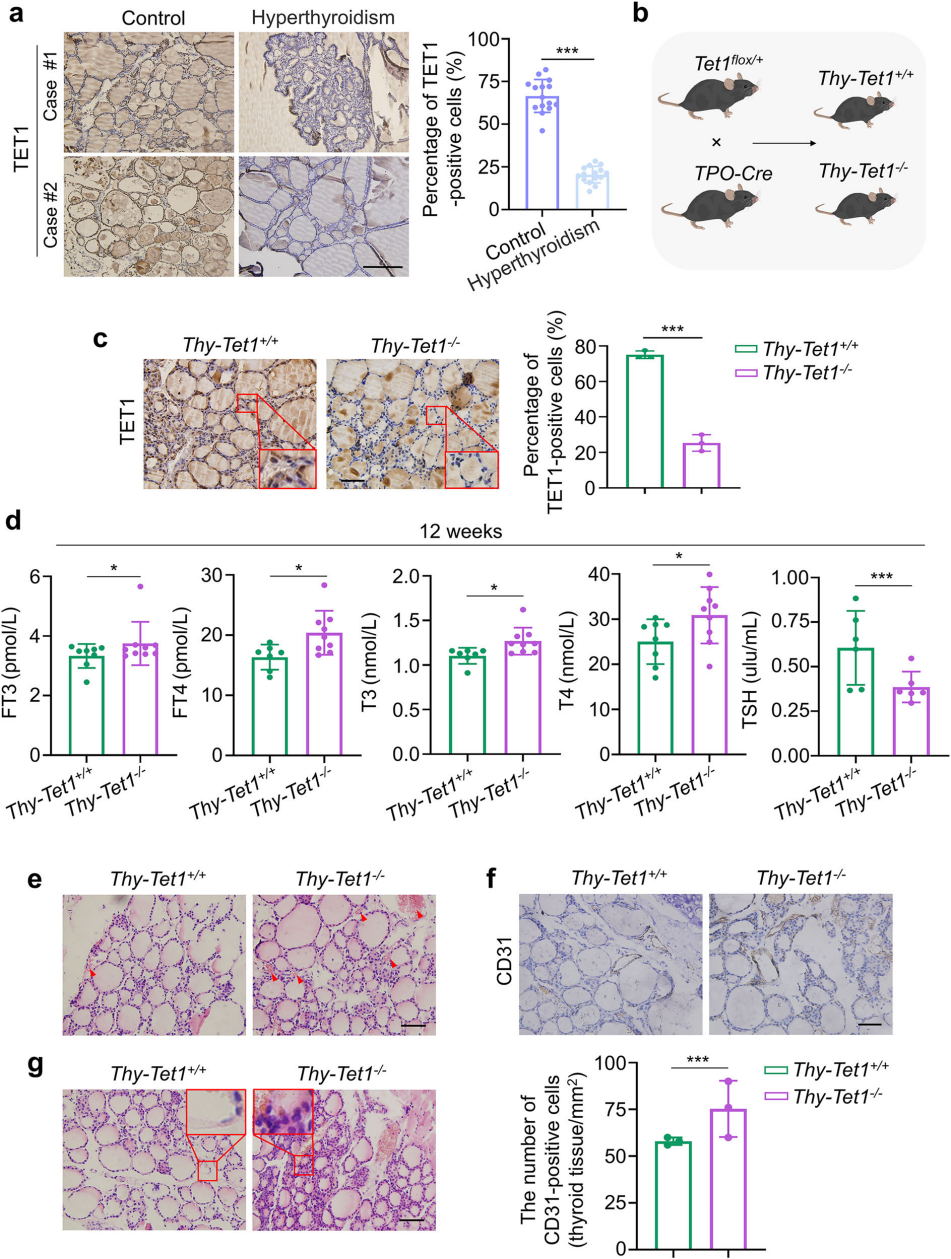
Thyroid-specific *Tet1* knockout mice exhibit a hyperthyroid phenotype. **a** Representative IHC staining of TET1 (left) and the statistical results of positive-stained cells (right) in thyroid tissues of patients with hyperthyroidism and healthy controls (*n* = 15). Scale bars, 200 μm. **b** *Tet1*^*flox/+*^ mice were crossed with *TPO-Cre* mice to generate thyroid-specific *Tet1* knockout (*Thy-Tet1*^*−/−*^) mice and WT (*Thy-Tet1*^*+/+*^) control mice. **c** Representative IHC staining of TET1 (left) and the statistical results of positive-stained cells (right) in thyroid tissues of *Thy-Tet1*^*+/+*^ and *Thy-Tet1*^*−/−*^ mice. Scale bars, 50 μm. **d** The serum levels of thyroid-related hormones FT3, FT4, T3, T4 and TSH in *Thy-Tet1*^*+/+*^ and *Thy-Tet1*^*−/−*^ mice (*n* = 6–9) were measured by chemiluminescence and ELISA. **e** H&E staining was used to observe the distribution of thyroid vessels in *Thy-Tet1*^*+/+*^ and *Thy-Tet1*^*−/−*^ mice. Scale bars, 50 μm. **f** Representative IHC staining of CD31 (top) and statistical results of positive-stained cells (bottom) in thyroid tissues of *Thy-Tet1*^*+/+*^ and *Thy-Tet1*^*−/−*^ mice. Scale bars, 50 μm. **g** Morphological observations of thyroid follicular epithelial cells in thyroid tissues of *Thy-Tet1*^*+/+*^ and *Thy-Tet1*^*−/−*^ mice by H&E staining. The data are presented as the mean ± s.d. *P < 0.05 and ***P < 0.001.

We next investigated the effect of thyroid-specific *Tet1* knockout on thyroid function of mice. As shown in Fig. 3d, the levels of FT3, FT4, T3 and T4 were significantly increased, while TSH levels were substantially decreased in *Thy-Tet1*^*−/−*^ mice compared with *Thy-Tet1*^*+/+*^ mice at the age of 12 weeks. Moreover, histopathological alterations of thyroid tissues were also different between these two groups of mice. Specifically, thyroid tissues of *Thy-Tet1*^*−/−*^ mice exhibited increased interfollicular vessels (Fig. 3e). CD31 is a platelet endothelial cell adhesion molecule that can be usually used to assess neovascularization^22^. Our data showed that the number of CD31-positive cells was obviously increased in thyroid tissues of *Thy-Tet1*^*−/−*^ mice relative to *Thy-Tet1*^*+/+*^ mice (Fig. 3f), which was consistent with the above results. In addition, H&E staining of thyroid tissues in *Thy-Tet1*^*−/−*^ mice showed that thyroid follicular epithelial cells exhibited a cubic and columnar morphology, accompanied by enlarged and darkly stained nuclei (Fig. 3g). These findings indicate that *Thy-Tet1*^*−/−*^ mice exhibit hyperthyroidism, which is consistent with the pathological findings of patients with hyperthyroidism.

In general, the immune indicators, such as TPOAb, TRAb, TGAb and TMAb, will be changed in the serum of patients with hyperthyroidism^23,24^. Thus, we investigated the effect of thyroid-specific *Tet1* knockout on these immune indicators in mice by ELISA. The results showed that the levels of TPOAb, TRAb, TGAb and TMAb did not differ significantly between *Thy-Tet1*^*+/+*^ and *Thy-Tet1*^*−/−*^ mice at 12 weeks of age (Supplementary Fig. 2d), suggesting that the levels of thyroid hormones in *Thy-Tet1*^*−/−*^ mice were not affected by immune-related factors but were autonomously synthesized and secreted by the glands. In addition, we examined thyroid glands of *Thy-Tet1*^*+/+*^ and *Thy-Tet1*^*−/−*^ mice using a small animal ultrasound imaging system, and failed to find a significant difference in the area of thyroid glands between these two groups of mice in the same cross-section (Supplementary Fig. 2e). Consistently, there was also no significant difference in thyroid weights between *Thy-Tet1*^*+/+*^ and *Thy-Tet1*^*−/−*^ mice (Supplementary Fig. 2f).

Patients with hyperthyroidism often have multiple symptoms owing to high levels of thyroid hormones^25^. We next evaluated several physiological measures of these two groups mice. From 4 to 36 weeks after birth, both female and male *Thy-Tet1*^*−/−*^ mice consistently exhibited lower body weights than *Thy-Tet1*^*+/+*^ mice (Fig. 4a). At 12 weeks, *Thy-Tet1*^*−/−*^ mice showed higher systolic blood pressure (SBP) (Fig. 4b), heart rate (Fig. 4c), fasting blood glucose (FBG) concentrations (Fig. 4d) and anal temperature (Fig. 4e) compared with *Thy-Tet1*^*+/+*^ mice. Analysis of blood lipid levels showed that *Thy-Tet1*^*−/−*^ mice had higher levels of high density lipoprotein cholesterol (HDL-C) than *Thy-Tet1*^*+/+*^ mice at 12 weeks (Fig. 4f). However, other indicators of liver and kidney function did not differ significantly between these two groups of mice during the observation period (Fig. 4g–i). These results suggest that *Thy-Tet1*^*−/−*^ mice suffer from hyperthyroidism-related systemic hypermetabolic symptoms.

**Fig. 4:**
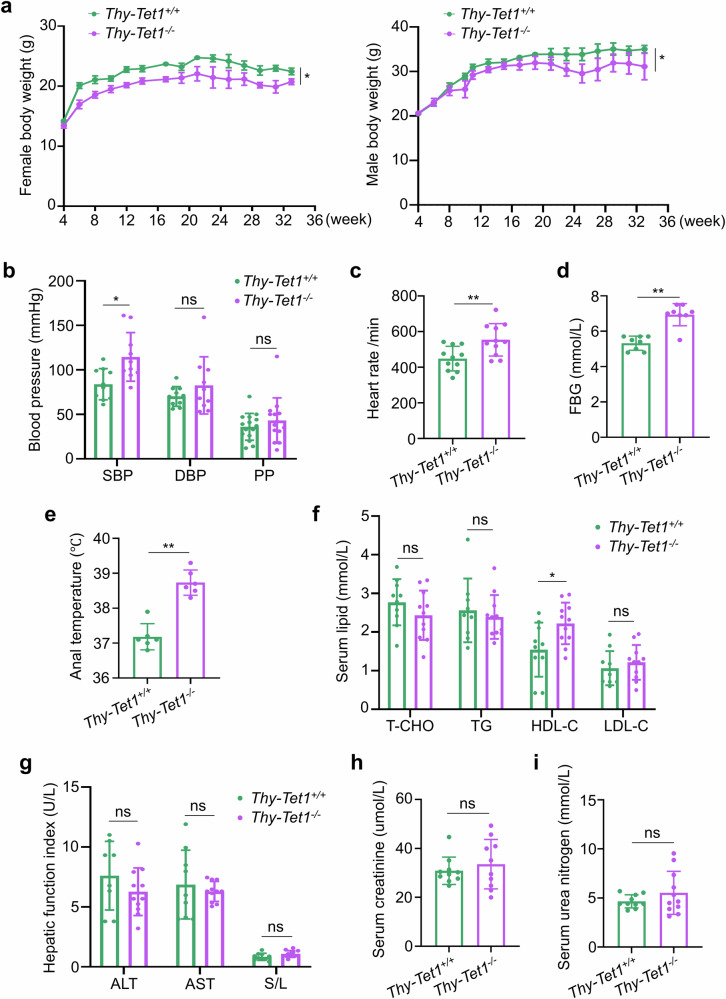
Thyroid-specific *Tet1* knockout mice present systemic hypermetabolic state. **a** The changes in body weights of female (left) and male (right) *Thy-Tet1*^*+/+*^ and *Thy-Tet1*^*−/−*^ mice from 4 to 36 weeks of age. **b**, **c** The SBP, diastolic blood pressure (DBP) and heart rate of *Thy-Tet1*^*+/+*^ and *Thy-Tet1*^*−/−*^ mice (*n* = 8–15) were detected by a tail-cuff method using the BP-2000 blood pressure analysis system. Pulse pressure (PP) = SBP − DBP. **d** The fasting blood glucose (FBG) of *Thy-Tet1*^*+/+*^ and *Thy-Tet1*^*−/−*^ mice (*n* = 8). **e** The anal temperature in *Thy-Tet1*^*+/+*^ and *Thy-Tet1*^*−/−*^ mice (*n* = 6). **f** The serum levels of total cholesterol (T-CHO), triglyceride (TG), HDL-C and low-density lipoprotein cholesterol (LDL-C) in *Thy-Tet1*^*+/+*^ and *Thy-Tet1*^*−/−*^ mice (*n* = 9–11) were measured by ELISA. **g** The serum levels of glutamic pyruvic transaminase (ALT) and glutamic oxalacetic transaminase (AST) were detected by ELISA, and AST/ALT ratios (S/L) were then calculated in *Thy-Tet1*^*+/+*^ and *Thy-Tet1*^*−/−*^ mice (*n* = 7–11). **h**, **i** The serum levels of creatinine (**h**) and urea nitrogen (**i**) in *Thy-Tet1*^*+/+*^ and *Thy-Tet1*^*−/−*^ mice (*n* = 10–11) were measured by ELISA. The data are presented as the mean ± s.d. *P < 0.05, **P < 0.01 and ns, not significant.

### *Tet1* knockout causes a substantial upregulation of Pax8, Nis and Tpo

The aforementioned findings encourage us to investigate the mechanism by which TET1 negatively regulates thyroid function. To do this, we collected thyroid glands (*n* = 3 per group) from female *Thy-Tet1*^*+/+*^ and *Thy-Tet1*^*−/−*^ mice at 12 weeks and performed RNA sequencing (RNA-seq). 

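The protocol deposited with the libraries describes purification of polyadenylated RNA and strand-specific (directional) Illumina libraries, but it speaks of retinas and names 2 library kits, while the stated source is thyroid. The authors deposited the number of reads they counted on each gene in each of the 6 libraries, without normalization. The counts covered 21878 genes, of which 4100 had no read in any library. Total counts in the *Thy-Tet1*+/+ libraries ranged from 8867683 to 19950898, with a median of 19491320. In the libraries labelled *Thy-Tet1*-/- they ranged from 16624425 to 17699501, with a median of 17148812. A level of 3 counts, taken as the smallest that can be told from 0, was 0.338 CPM (counts scaled to the library total) in the shallowest library and 0.150 CPM in the deepest. Floors of this kind cover counting error only. Counts were scaled with edgeR's trimmed mean of M-values (TMM) and the 14143 genes with enough counts were tested between the groups.

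*Tet1* (NCBI gene 52463), the targeted gene, was examined first. Its counts were 48, 71 and 62 in the *Thy-Tet1*+/+ libraries and 172, 162 and 241 in the libraries labelled *Thy-Tet1*-/-. This was 4.31 ± 1.21 CPM (SD, n = 3) against 10.4 ± 1.60 CPM (SD, n = 3). All 3 libraries labelled *Thy-Tet1*-/- lay above all 3 *Thy-Tet1*+/+ libraries (two-sided exact permutation test, p = 0.10, the smallest p that 3 mice against 3 allow). The log2 fold change was 1.28 (standard error 0.27, adjusted p = 0.101 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block it was 1.30 (adjusted p = 0.275 from the same edgeR test). The Wald test of DESeq2 moved the call most, with a log2 fold change of 1.31 and an adjusted p of 0.0012. Over all alternatives the adjusted p from edgeR, limma and DESeq2 ranged from 0.0012 to 0.325. *Tet1* transcript counts therefore went against the group label, and the groups are named by their labels throughout. Counts were per gene, and reads on separate exons of *Tet1* were not analysed here. *Tet2* had 31.1 ± 10.4 CPM (SD, n = 3) in *Thy-Tet1*+/+ and 42.9 ± 2.39 CPM (SD, n = 3) in the libraries labelled *Thy-Tet1*-/-, with overlapping groups. *Tet3* had 65.2 ± 18.6 CPM (SD, n = 3) and 105 ± 5.57 CPM (SD, n = 3), without overlap. Their log2 fold changes were 0.47 and 0.68 (adjusted p = 0.320 and 0.154 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.52 and 0.72 with the replicate block. The Wald test of DESeq2 gave adjusted p of 0.240 for *Tet2* and 0.0188 for *Tet3*. For *Tet3* the adjusted p ranged from 0.0188 to 0.363 over the alternatives.

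**Figure D1:**
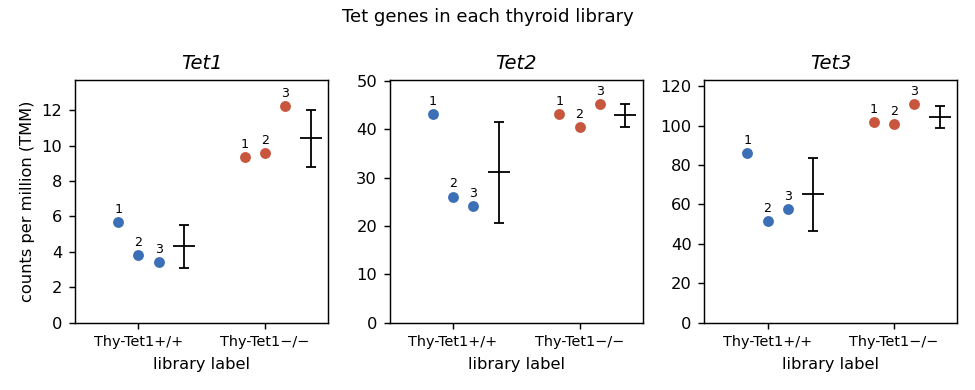
CPM after TMM scaling of *Tet1*, *Tet2* and *Tet3* in each library, grouped by library label. Points are the 3 libraries of each group and bars give the mean and SD, and the *Tet1* points labelled *Thy-Tet1*-/- all lie above the *Thy-Tet1*+/+ points.

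The stated sex of the mice was checked with *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y*, which lie on the Y chromosome and had at most 1 count in any library. Because thyroid glands are dissected next to other tissues, 15 lists of marker genes were scored as the mean log2 CPM of their genes. The skeletal muscle score was 9.24, 6.18 and 8.53 in the *Thy-Tet1*+/+ libraries and 3.30, 9.39 and 1.21 in the libraries labelled *Thy-Tet1*-/-. The parathyroid score was 9.02, 3.98 and 10.8 in the *Thy-Tet1*+/+ libraries and 9.47, 10.3 and 9.48 in the libraries labelled *Thy-Tet1*-/-. Of the 15 lists, 2 had groups that did not overlap, against 10% by chance. The follicular cell score was lower by 0.38 and the circadian score was higher by 0.63 in the libraries labelled *Thy-Tet1*-/- (two-sided exact permutation test, p = 0.10 for each, adjusted p = 0.600 over the 15 lists). Within same-numbered pairs, 5 lists differed in the same direction in all 3 pairs (exact sign-flip permutation test, p = 0.25, the smallest that 3 pairs allow).

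**Figure D2:**
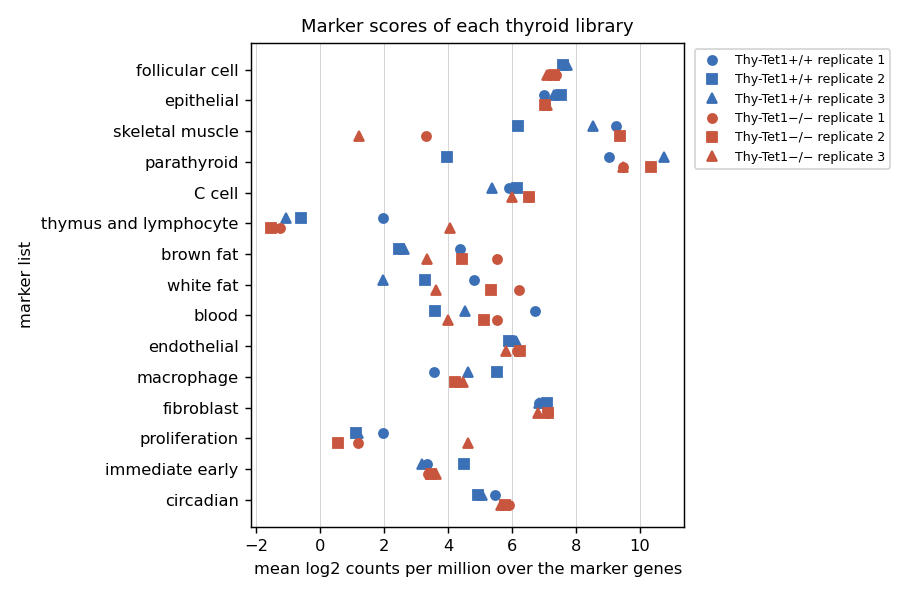
Mean log2 CPM over the genes of each of the 15 marker lists, with 1 point per library, coloured by library label and shaped by replicate number. The skeletal muscle points span 1.21 to 9.39, while the epithelial points span 7.01 to 7.54.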

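A gene was counted when its log2 fold change lay beyond 0.585 in either direction with an unadjusted p under 0.05 from edgeR's quasi-likelihood test. Of the tested genes, 1301 met these limits. They comprised 783 genes with higher and 518 with lower levels in the libraries labelled *Thy-Tet1*-/-, whose *Tet1* counts go against the label, so that 60.2% were higher. With Benjamini-Hochberg adjustment of the same p, 16 genes were under 0.05, 5 higher and 11 lower, against 2676 genes under 0.05 without adjustment. Libraries with the same replicate number did not deviate together. The deviations from the group means correlated across genes with a mean r of -0.24 between same-numbered libraries and 0.12 between libraries with different numbers. Such deviations cancel within each group, so these means are tied to each other and are not separate evidence. Genes are also not independent replicates. With the replicate number as a block, 1145 genes met the limits, 714 higher and 431 lower, and 1032 of them were among the 1301. In that fit 0 genes had an adjusted p under 0.05 and 1900 had an unadjusted p under 0.05. The choice of test moved the adjusted count most, since DESeq2 gave 1210 genes with an adjusted p under 0.05, 555 higher and 655 lower, including all 16. Scaling the libraries to 10 epithelial marker genes in place of all genes raised the median log2 fold change of the tested genes to 0.23. With that scaling 1822 genes met the limits, of which 89.4% were higher, and 976 of them were among the 1301. No gene then passed with an adjusted p under 0.05, against 2264 without adjustment.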

Heat map analysis showed a total of 1,019 differentially expressed genes (DEGs) between thyroid tissues of these two groups of mice, of which 610 genes were upregulated and 409 genes were downregulated upon *Tet1* knockout (Fig. 5a). A volcano plot illustrates the distribution of genes with a log_2_|FoldChange | >0.585 significant difference (Supplementary Fig. 3a). 

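Among all 14143 tested genes, 3793 (26.8%) had groups that did not overlap, where chance gives 10%. All 16 genes with an adjusted p under 0.05 were in this state, and their adjusted p was 0.0466 for each (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.242 for each with the replicate block in the same edgeR test. The 5 higher genes in the libraries labelled *Thy-Tet1*-/- were *Dbp*, *Fgfbp1*, *Inmt*, *Traf1* and *Nuak1*. *Dbp*, a clock-controlled transcription factor, went from 28.2 ± 7.92 CPM (SD, n = 3) in *Thy-Tet1*+/+ to 214 ± 46.8 CPM (SD, n = 3), a log2 fold change of 2.93 (standard error 0.26). The time of day at which the glands were collected is not given in the paper's text. The exons of *Dbp* overlap those of *Sphk2* on the opposite strand by 539 bp in the GENCODE M21 annotation, and whether the counting used strand is not stated. *Sphk2*, named here for that overlap, had a log2 fold change of -0.34. The log2 fold changes of *Fgfbp1*, *Inmt*, *Traf1* and *Nuak1* were 2.13, 1.95, 1.93 and 1.53. Of the 11 lower genes, the 5 with the largest falls were *Tekt1*, *Tshr*, *Sesn2*, *Vasn* and *Gmppb*. *Tekt1*, which encodes a protein of cilia and flagella, went from 22.2 ± 6.74 CPM (SD, n = 3) to 2.43 ± 0.786 CPM (SD, n = 3), a log2 fold change of -3.19 (standard error 0.35). The other log2 fold changes were -2.16 for *Tshr*, -1.58 for *Sesn2*, -1.56 for *Vasn* and -1.51 for *Gmppb*. The exons of *Vasn* overlap those of *Dnaja3* on the same strand by 160 bp, and those of *Gmppb* overlap *Rnf123* on the opposite strand by 937 bp, so part of their counts is uncertain. With each library left out in turn, 0 to 1 genes had an adjusted p under 0.05, against 1769 to 2980 without adjustment. The 1 gene was *Per3* without *Thy-Tet1*+/+ replicate 1, with an adjusted p of 0.0264 from the same edgeR test, in a range of 1.19e-09 to 0.310 over the alternatives.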

We next performed Gene Ontology enrichment analysis, and found that the DEGs were mainly enriched in the regulation of hormone levels, hormone metabolic process, thyroid hormone metabolic process and so on(Supplementary Fig. 3b). Similarly, KEGG pathway analysis also revealed that the DEGs were enriched in thyroid hormone synthesis, thyroid hormone signaling pathway, PI3K–Akt signaling pathway and so on (Supplementary Fig. 3c).

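Gene Ontology (GO) terms were taken from the annotation in the deposited count table. A one-sided Fisher's exact test compared the share of differentially expressed genes carrying each term with that among all tested genes carrying any GO term. This background held 13371 genes, of which 1209 were differentially expressed. Of the 5930 terms with 5 to 500 tested genes, 285 had an unadjusted p under 0.05 and 3 had a Benjamini-Hochberg adjusted p under 0.05. These 3 were circadian rhythm, circadian regulation of gene expression and rhythmic process, each with an adjusted p of 0.0069. Circadian rhythm held 19 differentially expressed genes of 62, where 5.61 were expected. Of the 13 terms in Supplementary Fig. 3b, 5 held more genes than expected. Of the 9 with at least 5 tested genes, 0 had an adjusted p under 0.05, and the other 4 were not given one. One-sided exact p was under 0.05 for 1 of the terms, thyroid hormone metabolic process, at 0.0292 (adjusted p = 0.812). It held 3 differentially expressed genes of 8, where 0.723 were expected. They were *Dio1*, *Iyd* and *Slco4a1*, the last of which is named after its value was seen. It held 2 with the replicate block. Hormone metabolic process held 1 gene of 12, *Lep* (one-sided exact p = 0.680, adjusted p = 1). Regulation of hormone levels was annotated to 3 tested genes, none of them differentially expressed, and was too small for the adjusted test. With the genes that met the limits in the replicate-block fit, circadian rhythm held 17 genes, 3.44 times the expected number (adjusted p = 0.0066), while its adjusted p ranged from 3.58e-04 to 1 over the alternatives.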

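Pathways were tested in the same way on the 5384 tested genes with a KEGG annotation, of which 507 were differentially expressed. Of 310 pathways, 26 had an unadjusted p under 0.05 and 7 had an adjusted p under 0.05. The smallest p was that of PPAR signaling pathway, with 18 differentially expressed genes of 60 where 5.65 were expected (one-sided exact test, adjusted p = 0.0017). The others were Basal cell carcinoma, Pathways in cancer, Neuroactive ligand-receptor interaction, Circadian rhythm, Protein export and Gastric cancer. PPAR signaling pathway held 6 genes, 1.22 times the expected number, without the library labelled *Thy-Tet1*-/- replicate 1. Of the 9 pathways in Supplementary Fig. 3c, 8 were in the annotation, 6 held more genes than expected and 0 had an adjusted p under 0.05. Thyroid hormone synthesis held 7 genes of 62, where 5.84 were expected (one-sided exact p = 0.366, adjusted p = 1). Thyroid hormone signaling pathway held 11 of 108, where 10.2 were expected (one-sided exact p = 0.439, adjusted p = 1). PI3K–Akt signaling pathway held 40 of 285, where 26.8 were expected (one-sided exact p = 0.0059, adjusted p = 0.162). PI3K–Akt signaling pathway held 37 genes with the replicate block (adjusted p = 0.280). Thyroid hormone synthesis then held 5, which was 0.926 times the expected number, so that its direction changed. When the background was all annotated genes of the table in place of the tested genes, the adjusted p of PI3K–Akt signaling pathway was 0.0116, and over the alternatives it ranged from 0.0116 to 1. Parathyroid hormone synthesis, secretion and action was not analysed here.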

**Fig. 5:**
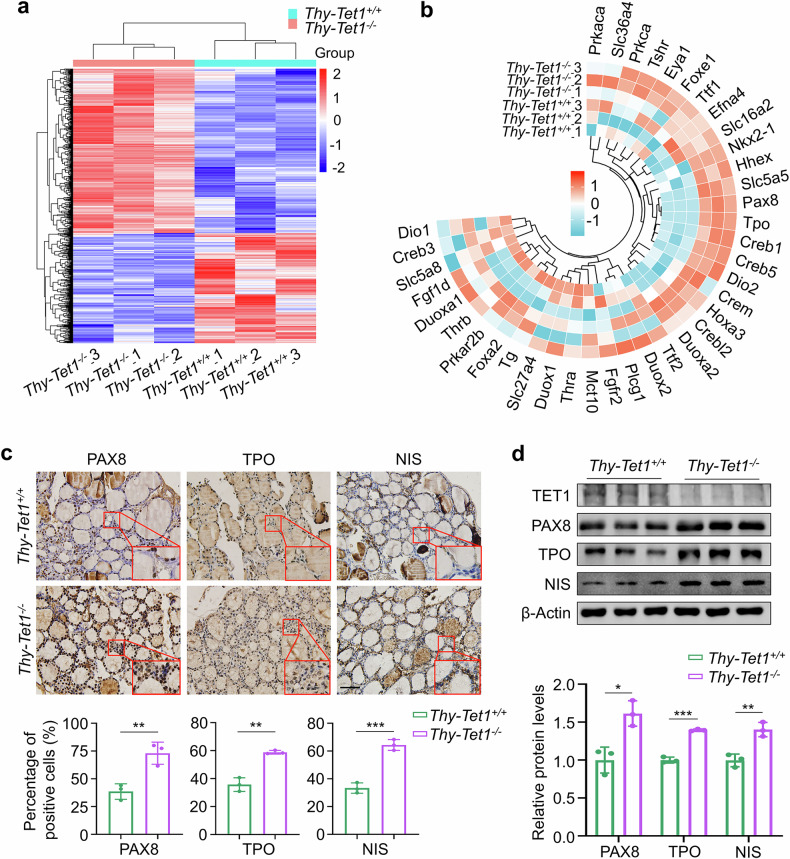
*Tet1* knockout upregulates Pax8, Nis and Tpo in thyroid tissues of mice. **a** A heat map of DEGs in the thyroid tissue of *Thy-Tet1*^*+/+*^ and *Thy-Tet1*^*−/−*^ mice. The log_2_ |FoldChange | > 0.585, *P* < 0.05. **b** A heat map of DEGs related to the synthesis and secretion of thyroid hormones. **c** Representative IHC staining of PAX8, TPO and NIS (top) and statistical results of positive-stained cells (bottom) in thyroid tissues of *Thy-Tet1*^*+/+*^ and *Thy-Tet1*^*−/−*^ mice. Scale bars, 50 μm. **d** The protein expression of TET1, PAX8, TPO and NIS in thyroid tissues of *Thy-Tet1*^*+/+*^ and *Thy-Tet1*^*−/−*^ mice was determined by western blotting analysis (top), and their quantitative results are shown (bottom). β-Actin was used as a loading control. The data are presented as the mean ± s.d. *P < 0.05, **P < 0.01, ***P < 0.001 and ns, not significant.

The bioinformatics analysis strongly suggests that *Tet1* knockout may affect potential target genes and related signaling pathways, which are crucial for the synthesis and secretion of thyroid hormone. 

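The genes related to thyroid hormone synthesis and secretion were taken from the 38 labels of Fig. 5b. Of these, 37 matched a gene of the count table, 1 of them through its current symbol (*Slc16a10* for Mct10), and all 37 were tested. The labels Ttf1 and Ttf2 matched genes for transcription termination factors, while the paper uses TTF1 for NKX2-1, also in the list. Both were kept, with log2 fold changes of 0.01 and -0.06. The paper drew the list from the same data, so its direction is not independent of them. Between the libraries labelled *Thy-Tet1*-/- and the *Thy-Tet1*+/+ libraries, 17 of the 37 genes were higher and 20 were lower. The limits of 0.585 on the log2 fold change and 0.05 on the unadjusted p were met by 2 higher genes (*Nkx2-1* and *Hoxa3*) and 2 lower genes (*Dio1* and *Tshr*), and 9 genes had an unadjusted p under 0.05. *Tshr* was the gene with an adjusted p under 0.05, at 2.46e-04 when edgeR's p was adjusted over the 37 genes. Groups that did not overlap were found for 26.8% of all tested genes, where chance gives 10%. In the list this held for 9 of the 37 genes (24.3%). *Hoxa3*, *Nkx2-1* and *Pax8* were the higher 3 of them, and *Thra*, *Slc27a4*, *Tg*, *Creb3*, *Dio1* and *Tshr* were the lower 6. The mean log2 fold change was -0.05 over the list and 0.06 over all other tested genes (limma's camera test, two-sided p = 0.411, and two-sided exact permutation test of the list mean against the other genes, p = 0.50). In the fit with the replicate block it was -0.02 (camera p = 0.539, and exact sign-flip permutation test over the 3 pairs, p = 0.25, the smallest that 3 pairs allow). After scaling to the epithelial marker genes, which raised all genes together, the list mean was 0.16 against 0.28 over the other genes. With limma-voom it was 0.0030 against 0.05, so that the list stayed below the other genes in each. Over all alternatives the camera p ranged from 0.182 to 0.920, beside the exact p above.

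**Figure D3:**
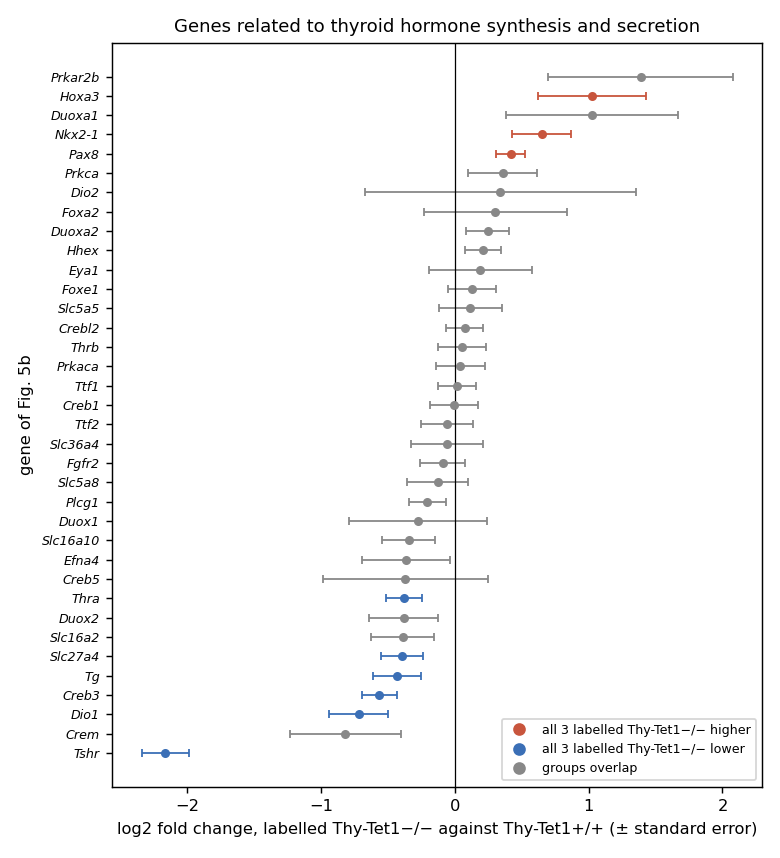
Log2 fold change with its standard error for 36 of the genes, libraries labelled *Thy-Tet1*-/- against *Thy-Tet1*+/+. Colours mark the 3 genes whose libraries labelled *Thy-Tet1*-/- all lie above the *Thy-Tet1*+/+ libraries, the 6 whose libraries all lie below, and the overlapping remainder.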

We then plotted a heat map of genes related to thyroid hormone synthesis and secretion to visualize these differences. 

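*Pax8* (NCBI gene 18510) had 259 ± 2.05 CPM (SD, n = 3) in the *Thy-Tet1*+/+ libraries and 346 ± 20.2 CPM (SD, n = 3) in the libraries labelled *Thy-Tet1*-/-. All 3 libraries labelled *Thy-Tet1*-/- were above all 3 *Thy-Tet1*+/+ libraries (two-sided exact permutation test, p = 0.10, the smallest p for 3 against 3). The log2 fold change was 0.42 (standard error 0.11), below the limit of 0.585, with an adjusted p of 0.127 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate block it was 0.42 (adjusted p = 0.339 from the same edgeR test). DESeq2 gave 0.43 with an adjusted p of 4.66e-04, and the adjusted p ranged from 4.66e-04 to 0.368 over the edgeR, limma and DESeq2 alternatives. The exons of *Pax8* overlap an antisense transcript, *Gm13415*, which the count table does not list.

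*Slc5a5* (NCBI gene 114479) had 110 ± 29.7 CPM (SD, n = 3) in *Thy-Tet1*+/+ and 119 ± 26.5 CPM (SD, n = 3) in the libraries labelled *Thy-Tet1*-/-, a difference within the spread between replicates. Its log2 fold change was 0.12 (standard error 0.24, adjusted p = 0.839 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.13 with the replicate block (adjusted p = 0.823 from the same edgeR test). Leaving out *Thy-Tet1*+/+ replicate 3 or the library labelled *Thy-Tet1*-/- replicate 2 changed its sign, to -0.05 and -0.08.

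**Figure D4:**
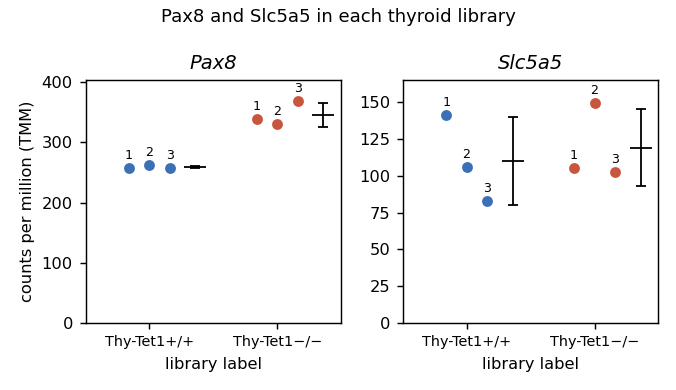
CPM after TMM scaling of *Pax8* and *Slc5a5* in each library, grouped by library label. Points are the 3 libraries of each group and bars give the mean and SD, and the *Pax8* groups do not overlap while those of *Slc5a5* do.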

The results showed that mRNA levels of *Pax8*, *Tpo* and *Slc5a5* (*Nis*) were obviously upregulated in thyroid tissues of *Thy-Tet1*^*−/−*^ mice compared with *Thy-Tet1*^*+/+*^ mice (Fig. 5b), as supported by the results of RT–qPCR (Supplementary Fig. 4). Consistently, IHC staining (Fig. 5c) and western blot analysis (Fig. 5d) showed a significant increase in protein expressions of PAX8, TPO and NIS in thyroid tissues of *Thy-Tet1*^*−/−*^ mice relative to *Thy-Tet1*^*+/+*^ mice. PAX8, a member of the paired box transcription factor family, acts synergistically with other transcription factors such as NKX2-1 (TTF1) and FOXE1 to regulate the development of thyroid follicular cells and the expression of thyroid-specific genes^26^. Previous studies have indicated that PAX8 is able to activate the transcription of *SLC5A5* and *TPO* by binding to their promoters^27,28^, and that NIS and TPO are required for synthesis and secretion of thyroid hormone^29^. Thus, we speculate that TET1 deletion may enhance thyroid function by promoting the transcription of *PAX8*.

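In the same libraries, *Nkx2-1* (NCBI gene 21869) had 273 ± 71.5 CPM (SD, n = 3) in *Thy-Tet1*+/+ and 428 ± 53.4 CPM (SD, n = 3) in the libraries labelled *Thy-Tet1*-/-, without overlap. The log2 fold change was 0.65 (standard error 0.22, adjusted p = 0.192 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The replicate block gave 0.68 (adjusted p = 0.341 from edgeR), and with DESeq2 the adjusted p was 0.0412, in a range of 0.0412 to 0.459 over the alternatives. *Foxe1* (NCBI gene 110805) had 165 ± 27.1 CPM (SD, n = 3) and 180 ± 31.1 CPM (SD, n = 3), a difference within the replicate spread. Its log2 fold change was 0.13 (adjusted p = 0.751 from edgeR), and it changed sign to -0.04 without the library labelled *Thy-Tet1*-/- replicate 1 and to -0.01 after correction for transcript length and GC content, an alternative chosen after the data were seen. *Tg* was lower, with 283985 ± 30516 CPM (SD, n = 3) in *Thy-Tet1*+/+ and 210858 ± 23345 CPM (SD, n = 3) in the libraries labelled *Thy-Tet1*-/-. Its log2 fold change was -0.43 (adjusted p = 0.262 from edgeR), and DESeq2 called it with an adjusted p of 0.0432, in a range of 0.0432 to 0.678. *Dio1*, the type I deiodinase, went from 364 ± 95.9 CPM (SD, n = 3) to 221 ± 26.7 CPM (SD, n = 3). Its log2 fold change was -0.72 (adjusted p = 0.164 from edgeR), and DESeq2 called it with an adjusted p of 0.0221, in a range of 0.0221 to 0.466. *Tshr* (NCBI gene 22095), the receptor for thyroid stimulating hormone, went from 81.0 ± 12.0 CPM (SD, n = 3) in *Thy-Tet1*+/+ to 18.1 ± 3.03 CPM (SD, n = 3) in the libraries labelled *Thy-Tet1*-/-. With the replicate block the log2 fold changes of *Foxe1*, *Tg* and *Dio1* were 0.13, -0.43 and -0.69. The paper proposes that loss of TET1 acts on the thyroid through the transcription of *PAX8*. It draws on transcript levels by RNA-seq and RT–qPCR, protein levels by staining and western blotting, and reports that PAX8 binds the *SLC5A5* promoter. It then examines the proposal by TET1 knockdown in cell lines. The counts cover only the RNA-seq part of this evidence.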

### TET1 suppresses the transcription of *PAX8* by recruiting HDAC1 to its promoter

To explore the mechanism by which TET1 regulates the transcription of *PAX8*, we stably knocked down TET1 in HTori3 and 8505C cells using a lentivirus system. Western blotting (Fig. 6a) and RT–qPCR (Supplementary Fig. 5) assays confirmed the knockdown efficiency of TET1 in these cells. Next, we examined the effect of TET1 knockdown on the expression of PAX8, NIS and TPO. The results showed that the mRNA (Fig. 6b) and protein (Fig. 6c) levels of PAX8, NIS and TPO were substantially upregulated in TET1-knockdown HTori3 and 8505C cells compared with control cells, which was consistent with the results in transgenic mice. As a DNA hydroxylase, TET1 could convert 5mC to 5hmC by binding to the promoters of target genes, thereby regulating their transcription. We demonstrated that the enrichment of 5hmC in the *PAX8* promoter was significantly decreased upon TET1 knockdown by hMeDIP–qPCR assays (Supplementary Fig. 6). However, reduced TET1 levels in the promoters of target genes usually inhibits their transcription^30^. Thus, we speculated that the TET1-mediated transcriptional repression of *PAX8* may involve mechanisms other than DNA demethylation.

**Fig. 6:**
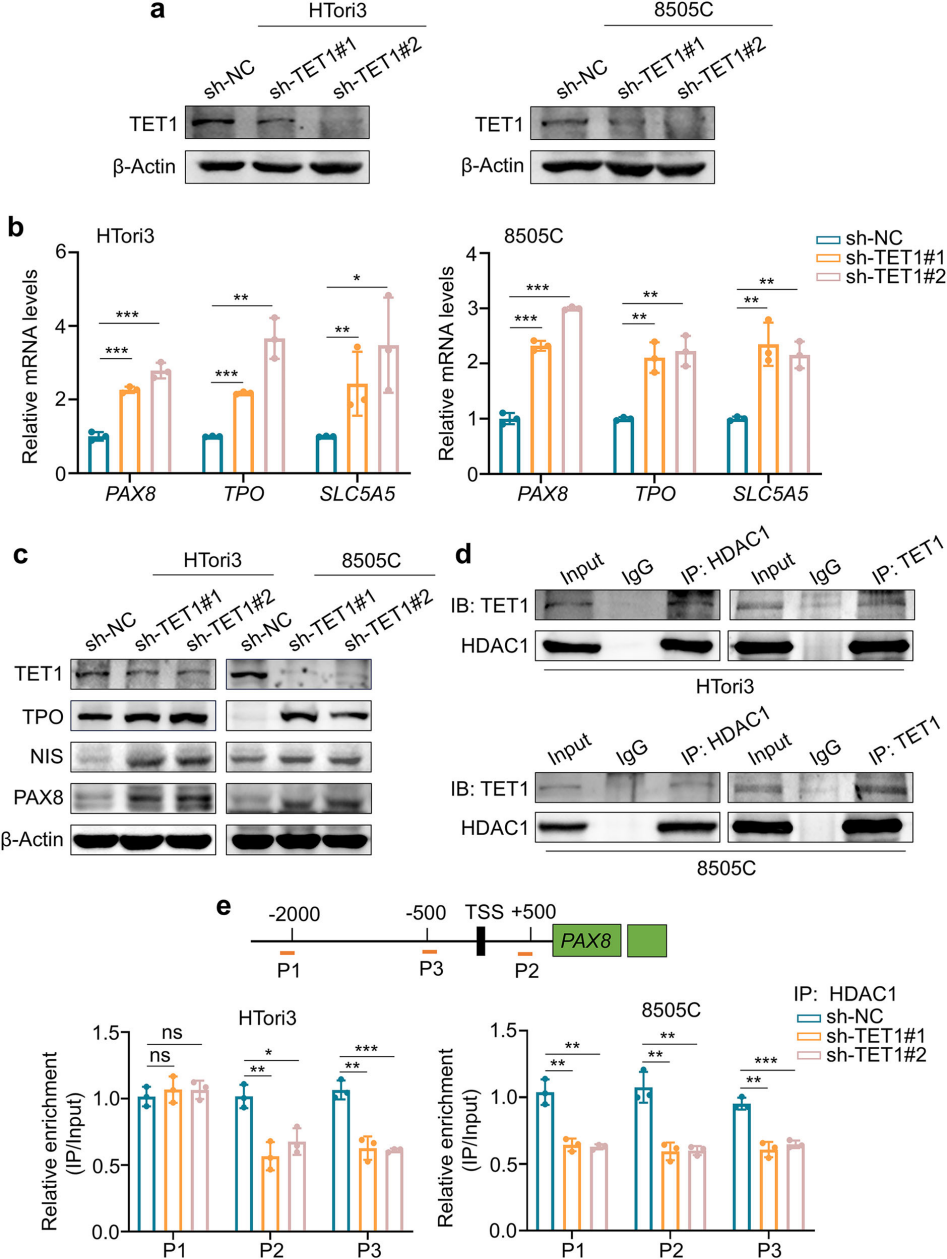
TET1 recruits HDAC1 to the promoter region of *PAX8.* **a** Validation of TET1 knockdown efficiency in HTori3 and 8505C cells by western blot analysis. β-Actin was used as a loading control. **b**, **c** RT–qPCR (**b**) and western blot (**c**) assays were used to determine mRNA and protein expression of PAX8, TPO and SLC5A5 in TET1-knockdown HTori3 and 8505C cells and their control cells. *β-Actin* was used as an internal reference gene for RT–qPCR, and β-Actin was used as a loading control for western blot. **d** Co-IP assays demonstrating the interaction between TET1 and HDAC1 in HTori3 and 8505C cells. **e** ChIP-qPCR assays were used to evaluate the binding of HDAC1 to the promoter of *PAX8* in TET1-knockdown HTori3 and 8505C cells and their control cells. P1, P2 and P3 represent three different amplifications in the promoter of *PAX8*. IgG antibody was used as a negative control. The data are presented as the mean ± s.d. *P < 0.05, **P < 0.01, ***P < 0.001 and ns, not significant.

TET1 has been shown to regulate gene expression by recruiting other factors to remodel chromatin structure via its nonenzymatic activity^8^. In addition, previous studies have demonstrated that TET1 interacts with histone deacetylase 1 (HDAC1) to regulate the transcription of target genes^31,32^, and there is report showing that transcription process of *PAX8* is regulated by HDAC1 in the development of normal embryonic kidney^31–33^. Thus, we hypothesized that TET1 may inhibit *PAX8* transcription by recruiting HDAC1 to its promoter region. To validate this, we first demonstrated a positive correlation between mRNA levels of *TET1* and *HDAC1* in normal thyroid tissues using the GEPIA database (Supplementary Fig. 7). Then, we predicted a potential interaction between TET1 and HDAC1 using the GeneMANIA database (Supplementary Fig. 8). This was supported by our co-IP assays in HTori3 and 8505C cells (Fig. 6d). Considering that HDAC1 is highly homologous to HDAC2, we thus analyzed the correlation between mRNA levels of *TET1* and *HDAC2* in normal thyroid tissues using the GEPIA database, and failed to find a significant association between them (Supplementary Fig. 9). We also performed a co-IP assay in HTori3 cells to further validate that there was no interaction between TET1 and HDAC2 (Supplementary Fig. 10). These observations indicate that TET1 represses the transcription of *PAX8* by recruiting HDAC1 rather than HDAC2 to reduce the acetylation levels within its promoter.

We next knocked down TET1 in HTori3 and 8505C cells and performed ChIP-qPCR assays in these cells using an anti-HDAC1 antibody. As shown in Fig. 6e, the enrichment of HDAC1 at two potential binding sites (P2 and P3) in the *PAX8* promoter was significantly reduced in TET1-knockdown HTori3 cells, while HDAC1 enrichment was consistently reduced at all three binding sites (P1–P3) in the *PAX8* promoter in TET1-knockdown 8505C cells compared with their control cells. In addition, we treated HTori3 and 8505C cells with different concentrations of the HDAC inhibitor vorinostat (SAHA). The results showed that SAHA upregulated the mRNA levels of *PAX8* in a concentration-dependent manner (Supplementary Fig. 11). These data, taken together, indicate that TET1 suppresses *PAX8* transcription by recruiting HDAC1 to its promoter.

### TET1 recruits HDAC1 to decrease the levels of H3K27Ac and H3K9Ac in the promoter of *PAX8*

It has been reported that the H3K27 sites located within the P1 and P2 regions of *PAX8* promoter are prone to modification by HDAC1^34^, while the H3K9 site within the P3 region of its promoter was susceptible to modification by HDAC1^33^. Thus, we first designed specific primers to amplify the P1 and P2 regions (Fig. 7a). ChIP-qPCR assays demonstrated that TET1 knockdown significantly increased the enrichment levels of H3K27Ac in the P2 region but had no effect on the enrichment of H3K27Ac in the P1 region in HTori3 cells (Fig. 7b). However, H3K27Ac was markedly enriched in both P1 and P2 regions in TET1 knockdown 8505C cells (Fig. 7c). We also designed specific primers to amplify the P3 region (Fig. 7d), and proved that TET1 knockdown caused an increased enrichment of H3K9Ac in this region of the *PAX8* promoter in HTori3 and 8505C cells (Fig. 7e). These findings conclude that TET1 recruits HDAC1 to reduce the levels of H3K27Ac and H3K9Ac in the *PAX8* promoter. In addition, the transcription of *SLC5A5* has also been reported to be regulated by H3K9Ac in its promoter^35^. Thus, we designed two pairs of primers to amplify two regions (P1 and P2) in the *SLC5A5* promoter (Supplementary Fig. 12a) and demonstrated that TET1 knockdown did not affect the enrichment of H3K9Ac in these two regions of the *SLC5A5* promoter in HTori3 and 8505 C cells (Supplementary Fig. 12b).

**Fig. 7:**
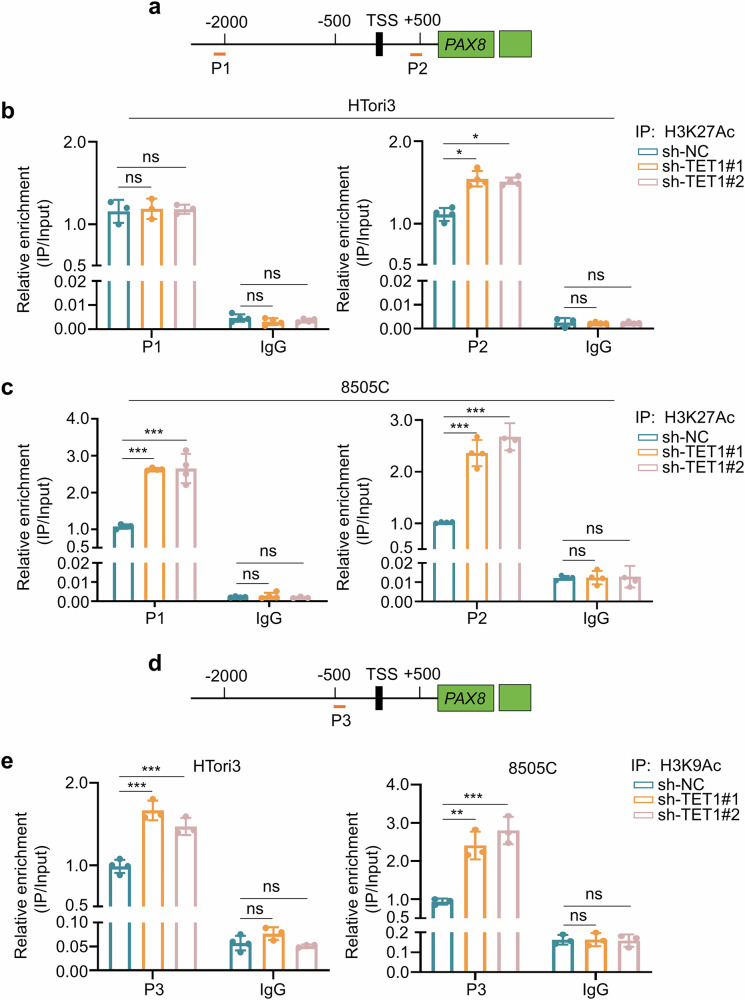
TET1 decreases the levels of H3K27Ac and H3K9Ac in the promoter of *PAX8.* **a** The primers were designed to amplify two regions (P1 and P2) of the promoter of *PAX8* to evaluate the levels of H3K27Ac. **b**, **c** ChIP-qPCR assays were used to determine the levels of H3K27Ac in the above two regions of *PAX8* promoter in TET1-knockdown HTori3 (**b**) and 8505C (**c**) cells and their control cells. **d** A pair of primers were designed to amplify one region (P3) of the promoter of *PAX8* to evaluate the levels of H3K9Ac. **e** The H3K9Ac levels in the above region of *PAX8* promoter were detected by ChIP-qPCR in TET1-knockdown HTori3 and 8505C cells and their control cells. IgG antibody was used as a negative control. The data are presented as the mean ± s.d. *P < 0.05, **P < 0.01, ***P < 0.001 and ns, not significant.

Taking the above results together, we have summarized the molecular mechanism how TET1 regulates thyroid function (Fig. 8). In brief, TET1 represses the transcription of *PAX8* by recruiting HDAC1 to reduce the levels of H3K27Ac and H3K9Ac in its promoter. As a result, the transcription of the PAX8 downstream targets *SLC5A5* and *TPO* is suppressed in thyroid follicular epithelial cells. Thus, TET1 inactivation may be a potential cause of hyperthyroidism.

**Fig. 8:**
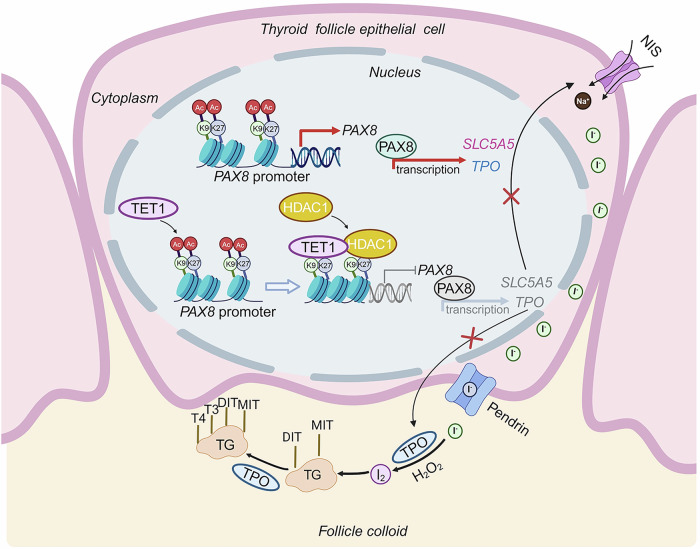
A schematic model for TET1 inhibiting thyroid function. TET1 inhibits the transcription of *PAX8* by recruiting HDAC1 to its promoter region to reduce the levels of H3K27Ac and H3K9Ac, which leads to the transcriptional repression of PAX8 downstream targets *SLC5A5* and *TPO* in thyroid follicular epithelial cells. Thus, decreased levels of TET1 may be a potential cause of hyperthyroidism. DIT diiodotyrosine, MIT monoiodotyrosine.

### Elevated serum exosomal miR-29c-3p (exo-miR-29c-3p) potentially causes hyperthyroidism by targeting TET1

A previous study indicated that the levels of circulating miRNAs were substantially elevated in patients with intractable Graves’ disease compared with healthy controls^36^. Moreover, the exosomes are the main form of intercellular communication, which regulate the function of target cells by transporting bioactive molecules including miRNAs^37,38^. Thus, we speculated that increased serum exosomal miRNAs may be a potential cause of hyperthyroidism. To validate this, we first intersected the upregulated miRNAs in the serum of patients with hyperthyroidism, with miRNAs potentially targeting TET1 that were predicted by miRbase and TargetScan online websites. Only one miRNA was obtained, which was miR-29c-3p (Fig. 9a). Next, we isolated the exosomes from the serum of patients with hyperthyroidism and healthy controls by ultracentrifugation and identified them using TEM (Fig. 9b). Exosome-specific biomarkers CD9 and TSG101 were also examined by western blot analysis (Fig. 9c). The average size of these exosomes measured by particle size analyzer was approximately 100 nm (Fig. 9d). These results indicated that the exosomes were successfully extracted. Serum exosomal miR-29c-3p (exo-miR-29c-3p) was then quantified by RT–qPCR assays, showing that the levels of exo-miR-29c-3p were significantly increased in the serum of patients with hyperthyroidism compared with healthy controls (Fig. 9e).

**Fig. 9:**
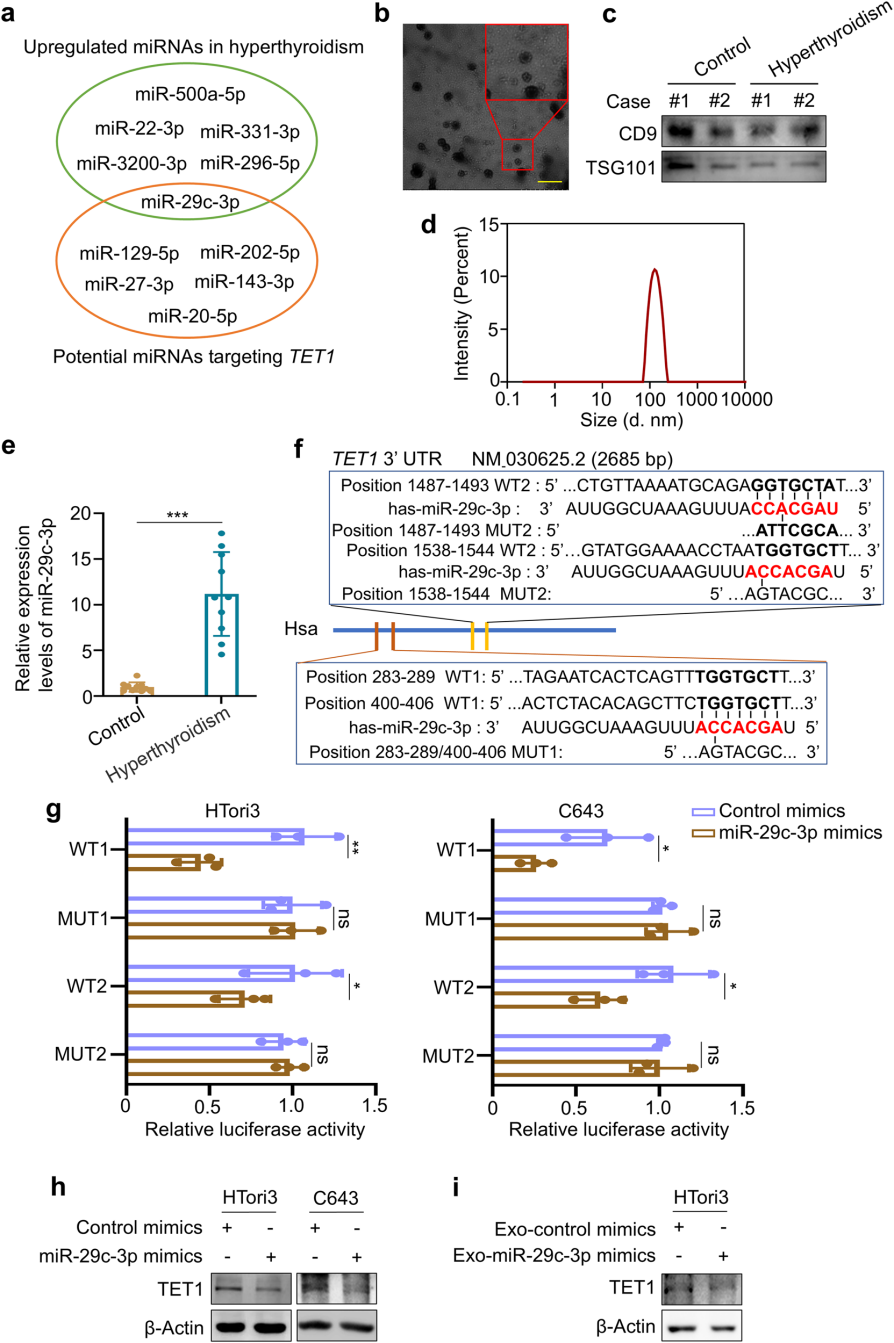
Exo-miR-29c-3p potentially regulates thyroid function by targeting TET1. **a** The intersection of elevated circulating miRNAs in the serum of patients with hyperthyroidism with miRNAs potentially targeting TET1. **b** The morphology of exosomes was observed by TEM. Scale bar, 200 nm. **c** Exosomes were isolated from the serum of patients with hyperthyroidism and healthy controls, and the surface proteins marker CD9 and TSG101 were then detected by western blot analysis. **d** The particle sizes of exosomes were detected by a particle size analyzer. **e** RT–qPCR was used to determine the levels of serum exosome miR-29c-3p (exo-miR-29c-3p) in patients with hyperthyroidism and healthy controls. *U6* was used as an internal reference gene. **f** Two WT and two mutant reporter plasmids were designed based on the sequences of predicated miR-29c-3p targeting *TET1 3*′*-UTR*. **g** miR-29c-3p mimics or control mimics and luciferase reporter plasmid pmirGLO containing WT (WT1 and WT2) and mutant (MUT1 and MUT2) were cotransfected into HTori3 and C643 cells. Dual-luciferase reporter assays were then performed to evaluate the binding of miR-29c-3p to the 3′ UTR of *TET*. **h** HTori3 and C643 cells were transfected with miR-29c-3p mimics or control mimics, and protein levels of TET1 were then detected by western blot analysis. β-Actin was used as a loading control. **i**, HTori3 cells were treated with exosomes isolated from the supernatants of miR-29c-3p mimics- and control mimics-transfected cells, and protein levels of TET1 were then determined by western blot analysis. β-Actin was used as a loading control. The data are presented as the mean ± s.d. *P < 0.05, **P < 0.01, ***P < 0.001 and ns, not significant.

To verify the regulator effect of miR-29c-3p on TET1, we first transfected the miR-29c-3p mimics and control mimics into HTori3 and C643 cells, confirming transfection efficiency by RT–qPCR (Supplementary Fig. 13). Next, we constructed two WT reporter plasmids (WT1 and WT2) and two mutated reporter plasmids (MUT1 and MUT2) based on the sequences of predicated miR-29c-3p targeting *TET1 3*′*-UTR* (Fig. 9f). Dual-luciferase reporter assays showed that miR-29c-3p mimics attenuated the luciferase activity of WT plasmids, but not mutated plasmids in HTori3 and C643 cells compared with control mimics (Fig. 9g). Consistently, western blotting analysis further confirmed that TET1 expression was obviously reduced upon miR-29c-3p mimics in HTori3 and C643 cells compared with control mimics (Fig. 9h and Supplementary Fig. 14). Next, we transfected HTori3 cells with miR-29c-3p mimics and control mimics. After a 48-h transfection, we isolated the exosomes from the supernatants and named as exo-miR-29c-3p mimics and exo-control mimics. HTori3 cells were then treated with the above exosomes. The results showed that exo-miR-29c-3p mimics effectively decreased protein levels of TET1, as determined by western blot analysis (Fig. 9i and Supplementary Fig. 15). These findings, collectively, suggest that increased exo-miR-29c-3p levels may be a potential cause of hyperthyroidism by targeting TET1.

## Discussion

In *Thy-Braf*^*V600E*^ mice, key molecules involved in thyroid hormone synthesis such as SLC5A5 (NIS), TPO and TG are apparently downregulated, thereby leading to severe hypothyroidism. These mice thus lose fertility due to low levels of thyroid hormones^15,39,40^, also supported by our data. In addition, the present study unexpectedly discovered that thyroid-specific *Tet1* knockout could restore the fertility of *Thy-Braf*^*V600E*^ mice by improving their thyroid function. To further confirm this conclusion, we established a mouse model of thyroid-specific *Tet1* knockout (*Thy-Tet1*^*−/−*^). On the one hand, we aimed to exclude the interference of *Braf*^*V600E*^ mutation on thyroid function of mice. On the other hand, we attempted to determine the regulatory effect of Tet1 on thyroid function in mice. Our data showed that *Thy-Tet1*^*-/-*^ mice exhibited hyperthyroidism and a systemic hypermetabolic state, which was aligned with the symptoms of clinical hyperthyroidism.

The existing studies on TET1 mainly focus on its role in demethylation process that modulates malignant phenotypes and immune evasion of cancer cells^41–44^. However, the roles of TET1 in the functional maintenance of mature organs and the evolution of benign illness have rarely been studied. In recent years, the role of TET1 in metabolic diseases has received increasing attention. For example, it has been demonstrated that TET1 facilitates RXRα expression and adipogenesis via its DNA demethylation in 2021^45^. In the same year, a study indicated that *Tet1-*knockout mice developed abnormal glucose metabolism, resulting in impaired glucose homeostasis either fasting or after metformin injection. The specific mechanism is that TET1 deletion significantly downregulates the expression of *G6PC*, *PPAGGC1A* and *SLC2A4* related to hepatic glucose metabolism^46^. In addition, it has also been reported that TET1 deficiency in beige adipose led to increased energy expenditure in mice^31^. These observations suggest that, although TET1 plays a crucial role in hematologic malignancies and solid tumors, its importance in metabolic diseases should not be underestimated. Thus, the discovery that thyroid-specific *Tet1* knockout causes hyperthyroidism will be a meaningful extension for the role of TET1 in metabolic diseases.

The synthesis and secretion of thyroid hormones is mediated by the hypothalamic–pituitary–thyroid axis^47^. Specifically, TSH secreted from the anterior pituitary binds to its receptor TSHR on the surface of thyroid follicular cells and activates the downstream cAMP–PKA and PKC–IP3 signaling pathways. As a result, the expression of the vital transcription factors such as TTF1, TTF2, PAX8 and CREB are increased, which promote continuous synthesis of the essential functional proteins TPO, TG, NIS and DUOX1/2^48,49^. In the present study, compared with *Thy-Tet1*^*+/+*^ mice, *Thy-Tet1*^*−/−*^ mice developed hyperthyroidism, accompanied by elevated levels of PAX8, TPO and NIS. As a thyroid-specific transcription factor, PAX8 promotes the transcription of *TPO* and *SLC5A5* by binding to their promoters. In general, the regulation of TET1 on its downstream target genes depends on its demethylation activity. For example, TET1 facilitated the establishment of naive pluripotency by increasing 5hmC levels at somatic cell reprogramming target genes *Esrrb* and *Oct4*^50^. TET1 strengthened the demethylation of the *Sirt1* promoter and improved myocardial hypoxia/reoxygenation-mediated myocardial injury^51^. Moreover, TET1 also could maintain bone marrow mesenchymal stem cell homeostasis by the demethylation of the *P2rX7* promoter^52^. Normally, TET1 knockout will cause hypermethylation in the promoters of its downstream target genes, thereby repressing their expression. However, the present study showed that TET1 knockout upregulated PAX8 expression. This seems to contradict the above conclusion. Thus, we hypothesize that TET1 represses PAX8 expression independent of its demethylation activity. This was also supported by the results of our hMeDIP–qPCR assays.

It has been reported that TET1 knockdown has no significant effect on 5hmC content in the promoter regions of *PPARGC1A*, *G6PC* and *SLC2A4* involved in hepatic glucose metablism^46^. In addition, the nonenzymatic functions of TET1 have attracted increasing attention in recent years. For example, TET1 can repress the transcription of its target genes by recruiting histone modification-related complexes such as ARID4B/SIN3A and polycomb group protein EZH2 to their promoter regions^53,54^. Conversely, TET1 interacts with histone acetylase MOF to increase the levels of H4K16 acetylation in the promoter regions of its target genes, thereby activating their transcription^55^. In the present study, we demonstrated that TET1 inhibits *PAX8* transcription by interacting with HDAC1 to reduce the levels of H3K27Ac and H3K9Ac in its promoter. Similarly, a previous study showed that TET1 recruited HDAC1 to the promoters of thermogenesis-related genes *UCP1* and *PPARGCLA* in beige adipose tissue, thereby attenuating their transcription^31^. In addition, the enzymatic activity of HDAC1 was demonstrated to be crucial for the expression of *PAX2/PAX8*, *GDNF*, *SFRP1* and *CDKN1A* in embryonic kidney cells and the process of cell growth and differentiation. The HDAC1 inhibitor substantially promoted the transcription of the above genes by increasing the acetylation levels in their promoters^33^.

To be consistent with the results of the above animal studies, we demonstrated that TET1 expression was significantly downregulated in thyroid tissues of patients with hyperthyroidism compared with healthy controls. However, there are many reasons for its downregulation. Among them, the exosomes as the main form of intercellular communication regulate gene expression through transporting miRNAs to target cells^38^. The present study showed that the levels of miR-29c-3p were evidently elevated in the serums of hyperthyroid patients compared with healthy controls, and demonstrated that exo-miR-29c-3p inhibited the expression of TET1 in target cells. In support, a previous study indicated that miR-29c negatively regulated TET1 in different types of cancers^56,57^. In addition, our previous study observed a similar phenomenon showing that the levels of exo-miR-146a-5p was significantly upregulated in subclinical hypothyroidism and elevated exo-miR-146a-5p suppressed thyroid function by targeting the NG2/c-Myc/TSHR signaling axis^58^. These observations, taken together, suggest that elevated exo-miR-29c-3p may be one of the potential causes of hyperthyroidism.

In summary, we have established a transgenic mouse model with thyroid-specific *Tet1* knockout and found that TET1 could inhibit the synthesis and release of thyroid hormones. Furthermore, we elucidated the molecular mechanism by which TET1 suppressed thyroid function, and confirmed that elevated miR-29c-3p in serum exosomes was involved in regulating thyroid function and disease progression via targeted inhibition of TET1. Although the present study has some limitations, such as a limited number of clinical samples and the unknown specific binding sites between TET1 and HDAC1, it expands our understanding of the biological function of TET1 in metabolic diseases and provides a new perspective to reveal the pathogenesis of hyperthyroidism.

## Supplementary information

Supplementary Information

## Data Availability

RNA-seq data are available in the NCBI Gene Expression Omnibus (GSE281167).

# Supplementary material for: TET1 loss propels the development of hyperthyroidism by remodeling histone modifications of PAX8 promoter
**Source:** Exp Mol Med. 2025 Oct 29;57(10):2376–92. doi: 10.1038/s12276-025-01566-2
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Data

**Supplementary Table 1.** The primers used in this study for genotyping

| Genes                          | Sequence (5'-3')          |
|--------------------------------|---------------------------|
| Mouse- <i>Braf</i> (Sense)     | TGAGTATTTTTGTGGCAACTGC    |
| Mouse- <i>Braf</i> (Antisense) | CTCTGCTGGGAAAGCGGC        |
| Mouse- <i>Tet1</i> (Sense)     | CATCCTAAATAACCCAACCACCAA  |
| Mouse- <i>Tet1</i> (Antisense) | ACAGTAGTATTTTGCCTGCCTGCAT |
| Mouse- <i>Tpo</i> (Sense)      | AGGTGTAGAGAAGGCACTTAGC    |
| Mouse- <i>Tpo</i> (Antisense)  | CTAATCGCCATCTTCCAGCAGG    |

**Supplementary Table 2.** The ELISA kits used in this study

| Items         | Source            |
|---------------|-------------------|
| T3/T4/FT3/FT4 | Roche             |
| TSH           | CUSABIO           |
| T             | FANKEW            |
| LH            | mlbio             |
| AMH           | mlbio             |
| FSH           | FANKEW            |
| E2            | FANKEW            |
| TPOAb         | mlbio             |
| TRAb          | mlbio             |
| TGAb          | mlbio             |
| TMAb          | mlbio             |
| T-CHO         | Nanjing Jiancheng |
| TG            | Nanjing Jiancheng |
| HDL-C         | Nanjing Jiancheng |
| LDL-C         | Nanjing Jiancheng |
| ALT           | Nanjing Jiancheng |
| AST           | Nanjing Jiancheng |
| Cr            | Nanjing Jiancheng |
| BUN           | Nanjing Jiancheng |

**Supplementary Table 3.** The antibodies used in this study

| Antibodies     | Source       | Assays          |
|----------------|--------------|-----------------|
| 5hmC           | Active Motif | WB/IHC/Dot-blot |
| NIS            | Proteintech  | WB/IHC          |
| $\beta$ -ACTIN | Abways       | WB              |
| PAX8           | Proteintech  | WB/IHC          |
| TSHR           | Santa Cruz   | WB/IHC          |
| TG             | Zenbio       | WB/IHC          |
| TET1           | GeneTex      | IP/IHC/WB       |
| TPO            | Santa Cruz   | WB/IHC          |
| HDAC1          | Invitrogen   | IP/WB/ChIP      |
| H3K27Ac        | Abcam        | ChIP            |
| H3K9Ac         | Abmart       | ChIP            |
| CD63           | Santa Cruz   | WB              |
| TSG101         | Santa Cruz   | WB              |
| HDAC2          | Proteintech  | IP/WB/ChIP      |

**Supplementary Table 4.** The primers used in this study for qRT-PCR

| Genes                                     | Sequence (5'-3')       |
|-------------------------------------------|------------------------|
| Mouse- <i>Pax8</i> (Sense)                | ATTCACAAAGGCCCTCCTA    |
| Mouse- <i>Pax8</i> (Antisense)            | CGTAGGAAAGCTGCGAGTGT   |
| Mouse- <i>Slc5a5</i> (Sense)              | AGTACCTAGAACTGCGCTTCA  |
| Mouse- <i>Slc5a5</i> (Antisense)          | CAGGGTCAAAGTCCATCAGGT  |
| Mouse- <i>Tpo</i> (Sense)                 | TGTCCAGTGTCTTGAGCTG    |
| Mouse- <i>Tpo</i> (Antisense)             | TGCCGATCACAGAGAGAGTG   |
| Mouse- <i>Tshr</i> (Sense)                | CTCGAAAATGCAAGACTGGG   |
| Mouse- <i>Tshr</i> (Antisense)            | CCAGGAGGACGACTTCAGAG   |
| Mouse- <i>Tg</i> (Sense)                  | GCTGAGACAGGACTGGAATTGT |
| Mouse- <i>Tg</i> (Antisense)              | CGGACTGAAGTAGTCTGGGG   |
| Mouse- $\beta$ - <i>Actin</i> (Sense)     | ATGGAGGGGAATACAGCCC    |
| Mouse- $\beta$ - <i>Actin</i> (Antisense) | TTCTTTGCAGCTCCTTCGTT   |
| Human- <i>PAX8</i> (Sense)                | CAGGTCTACGATGCGCTG     |
| Human- <i>PAX8</i> (Antisense)            | TGCCTCACAACTCCATCAGA   |

|                                           |                       |
|-------------------------------------------|-----------------------|
| Human- <i>SLC5A5</i> (Sense)              | CTCCCTGCTAACGACTCCAG  |
| Human- <i>SLC5A5</i> (Antisense)          | GAGGTCCCACCACAACAATC  |
| Human- <i>TPO</i> (Sense)                 | CGGGTCATCTGTGACAACAC  |
| Human- <i>TPO</i> (Antisense)             | CGGAGTCTACGCAGGTTCTC  |
| Human- <i>TSHR</i> (Sense)                | CTTGCTGGACGTGTCTCAAA  |
| Human- <i>TSHR</i> (Antisense)            | CTGGCCAAAACCAATGATCT  |
| Human- <i>TG</i> (Sense)                  | AGGCCCTGCTCTCTAACTCC  |
| Human- <i>TG</i> (Antisense)              | GCCAAAGGAGTGCTGAAGTC  |
| Human- <i>TET1</i> (Sense)                | GCCAACCTTAGGGAGTAACAC |
| Human- <i>TET1</i> (Antisense)            | TTGCGTCATTCTTCAGTGGA  |
| Human- $\beta$ - <i>ACTIN</i> (Sense)     | CCTTGACATGCCGGAG      |
| Human- $\beta$ - <i>ACTIN</i> (Antisense) | GCACAGAGCCTCGCCTT     |

**Supplementary Table 5.** The primers used in this study for miRNA reverse transcription

| Genes             | Sequence (5'-3')                                        |
|-------------------|---------------------------------------------------------|
| <i>miR-29c-3p</i> | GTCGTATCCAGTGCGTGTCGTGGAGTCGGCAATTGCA<br>CTGGATACGACTAA |
| <i>U6</i>         | CGCTTCACGAATTTGCGTGTCAT                                 |

**Supplementary Table 6.** The primers used in this study for miRNA qRT-PCR

| Genes                         | Sequence (5'-3')          |
|-------------------------------|---------------------------|
| <i>miR-29c-3p</i> (Sense)     | TGCTTAGCACCATTTGAAA       |
| <i>miR-29c-3p</i> (Antisense) | ATCCAGTGCGTGTCGTG         |
| <i>U6</i> (Sense)             | GCTTCGGCAGCACATATACTAAAAT |
| <i>U6</i> (Antisense)         | CGCTTCACGAATTTGCGTGTCAT   |

**Supplementary Table 7.** shRNAs used in this study

| shRNAs    | Sequence (5'-3')                                                     |
|-----------|----------------------------------------------------------------------|
| sh-NC     | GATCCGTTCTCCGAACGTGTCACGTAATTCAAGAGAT<br>TACGTGACACGTTTCGGAGAATTTTTC |
| sh-TET1#1 | ACACAACCTTGCTTCGATAATT                                               |
| sh-TET1#2 | CCACTTTCTAAGGGTTTAGA                                                 |

**Supplementary Table 8.** The primers used in this study for hMeDIP-PCR

| Fragments          | Sense (5'-3')              | Antisense (5'-3')             |
|--------------------|----------------------------|-------------------------------|
| <i>PAX8</i> -CpG#1 | GCCTCAAGGTGGGCCGAGGG<br>GT | CGGGGAGGGAACACGCACAAGC<br>CAA |
| <i>PAX8</i> -CpG#2 | CCTCTTCCCTCCGCT            | CATCCACCCGGCATC               |

**Supplementary Table 9.** The primers used in this study for ChIP -qPCR

| Fragments         | Sense (5'-3')         | Antisense (5'-3')      |
|-------------------|-----------------------|------------------------|
| <i>PAX8</i> -P1   | AGAAGAGGTACTGTCAAG    | ATCCAGCAAGTTATCAGA     |
| <i>PAX8</i> -P2   | AATCTCATCGCATCTCAT    | GATCTGATGGAGTTGTGA     |
| <i>PAX8</i> -P3   | CAGAGGGAATGGCTTCAGGT  | TCTGTAGGATGCCCTCCTTG   |
| <i>SLC5A5</i> -P1 | GAGTGCTGAAGCAGGCTGTGC | GGGAGCAGCTCGTGATTGTGG  |
| <i>SLC5A5</i> -P2 | CTGGCACAGGGCCAACTCTCA | TCAGGGTTTCAGGGGACCCATA |

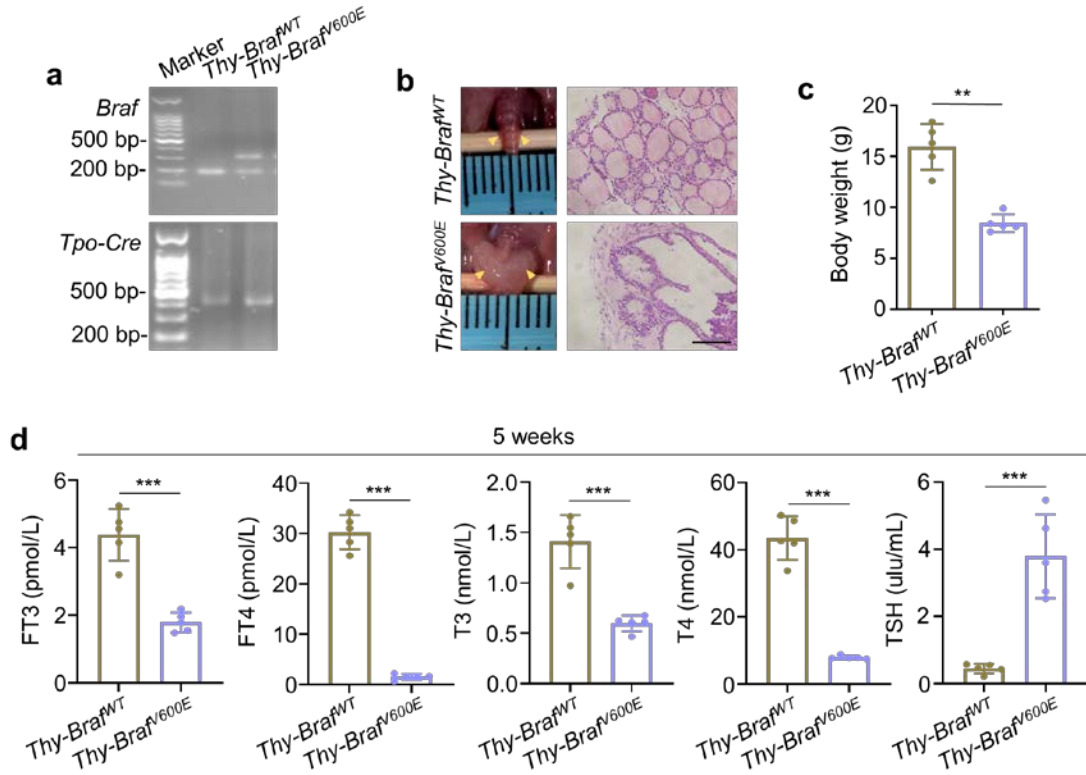

**Supplementary Fig. 1 *Thy-Braf<sup>V600E</sup>* mice develop severe hypothyroidism.** **a** The genotypes of *Thy-Braf<sup>V600E</sup>* (thyroid-specific *Braf<sup>V600E</sup>* heterozygous mutation) mice and *Thy-Braf<sup>WT</sup>* (*Braf* wild-type) were identified by agar-gel electrophoresis. Marker, 100 bp DNA Marker. **b** Representative images of thyroid tumors (left panels) and H&E staining (right panels) of thyroid tissues in 5-week-old *Thy-Braf<sup>WT</sup>* and *Thy-Braf<sup>V600E</sup>* mice. Yellow triangles indicate thyroid glands. Scale bar, 100  $\mu$ m. **c** The body weights of 5-week-old *Thy-Braf<sup>WT</sup>* and *Thy-Braf<sup>V600E</sup>* mice. **d** The serum levels of thyroid related hormones FT3, FT4, T3, T4 and TSH in *Thy-Braf<sup>WT</sup>* and *Thy-Braf<sup>V600E</sup>* mice. The data were presented as the mean  $\pm$  SD. \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ .

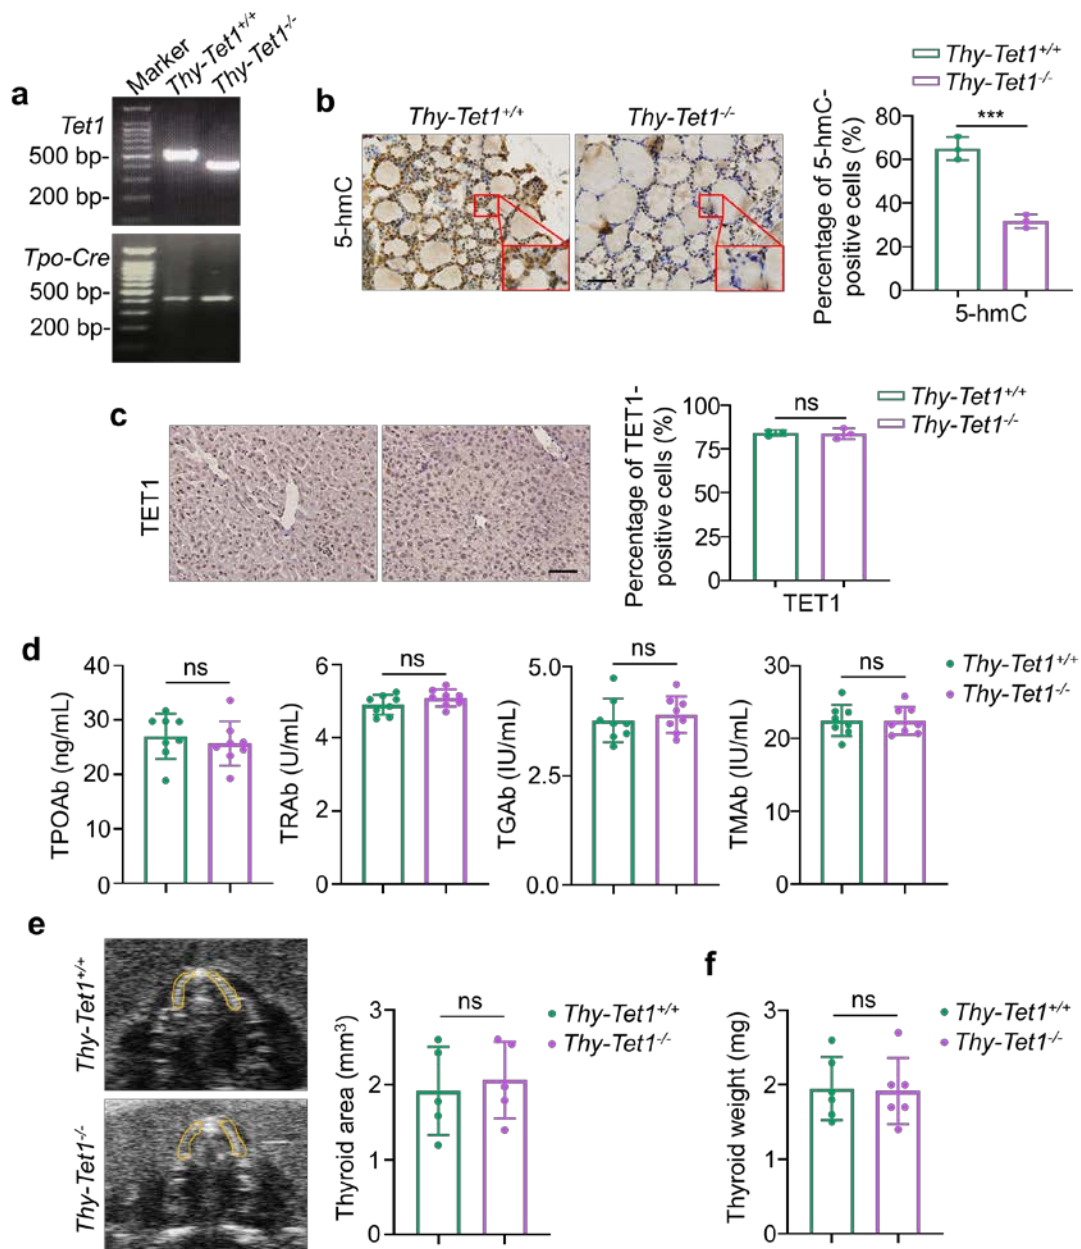

**Supplementary Fig. 2** **a** The genotypes of *Thy-Tet1<sup>+/+</sup>* and *Thy-Tet1<sup>-/-</sup>* mice were identified by agar-gel electrophoresis. Marker, 100 bp DNA Marker. **b** Representative IHC staining of 5-hmC in thyroid tissues of *Thy-Tet1<sup>+/+</sup>* and *Thy-Tet1<sup>-/-</sup>* mice (left panels) and their statistical results of positive-stained cells (right panel). Scale bar, 50  $\mu$ m. **c** Representative IHC staining of TET1 in liver tissues of *Thy-Tet1<sup>+/+</sup>* and *Thy-Tet1<sup>-/-</sup>* mice (left panels) and

their statistical results of positive-stained cells (right panel). Scale bar, 50  $\mu$ m. **d** The serum levels of thyroid peroxidase antibody (TPOAb), TSH receptor antibody (TRAb), thyroglobulin antibody (TGAb) and thyroid microsomal antibody (TMAb) in *Thy-Tet1*<sup>+/+</sup> and *Thy-Tet1*<sup>-/-</sup> mice (*n* =7-8) were measured by ELISA. **e** The areas of thyroid glands between *Thy-Tet1*<sup>+/+</sup> and *Thy-Tet1*<sup>-/-</sup> mice (*n* = 5) were measured by a small animal ultrasound imaging system (left panels) and their statistical results were shown in the right panel. **f** The thyroid weights of *Thy-Tet1*<sup>+/+</sup> and *Thy-Tet1*<sup>-/-</sup> mice (*n* = 6). The data were presented as the mean  $\pm$  SD. \*\*\*, *P* < 0.001; ns, no significance.

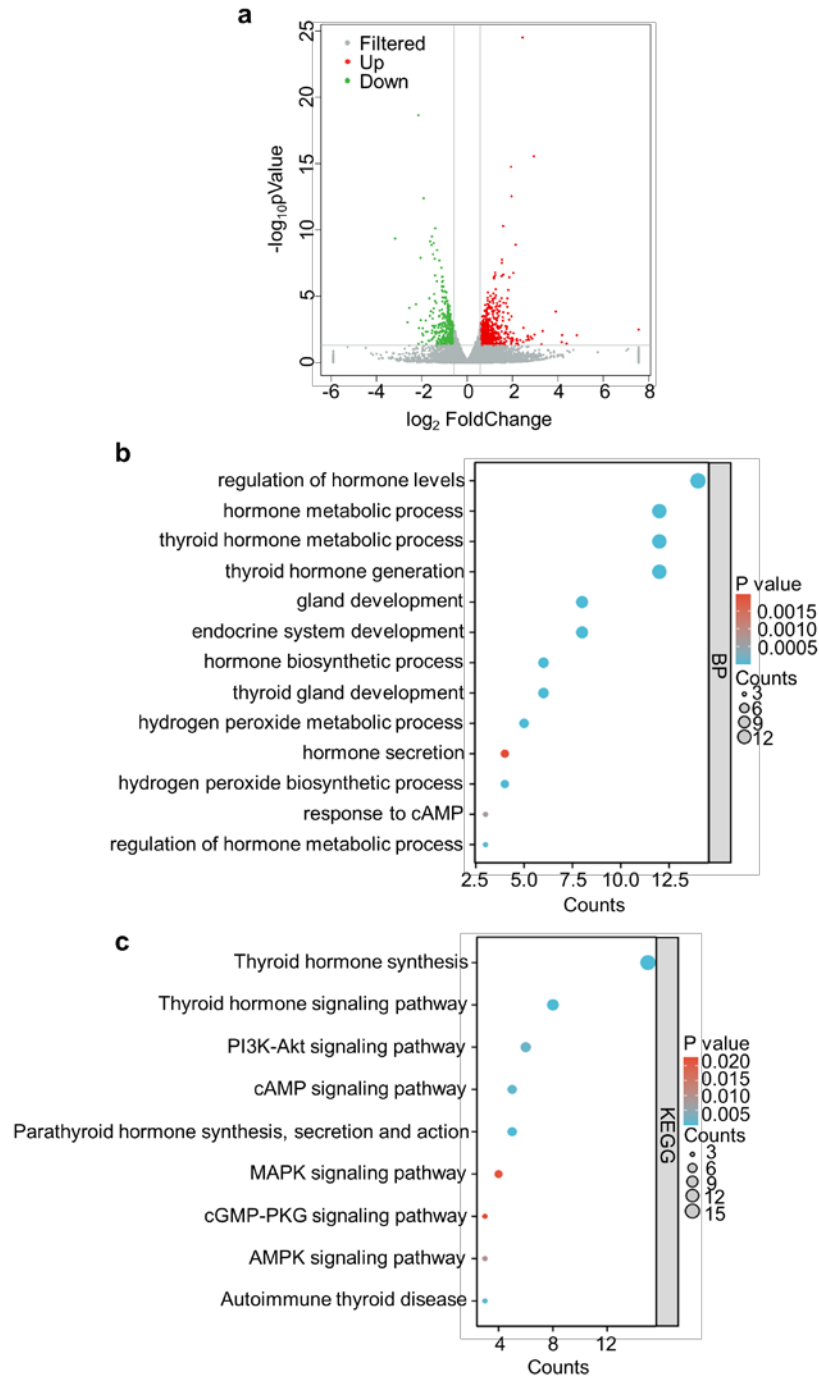

**Supplementary Fig. 3 a** The volcano map for the visualization of differentially expressed genes in thyroid tissues of *Thy-TetI*<sup>+/+</sup> and *Thy-TetI*<sup>-/-</sup> mice.  $\log_2|\text{FoldChange}| > 0.585$ ,  $P < 0.05$ . GO **(b)** and KEGG **(c)** analyses of differentially expressed genes in thyroid tissues of *Thy-TetI*<sup>+/+</sup> and *Thy-TetI*<sup>-/-</sup> mice ( $n = 6$ ).

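The GO and KEGG charts ask whether genes of a named process or pathway are more frequent among the differentially expressed genes than among genes at large. The 6 mice are the 3 *Thy-Tet1*+/+ and 3 *Thy-Tet1*-/- mice of the RNA-seq. A GO term groups genes by a process, a molecular function or a cellular compartment, and a KEGG pathway groups genes that act in one network of reactions or signals. A gene counts towards every term it carries, so overlapping terms can rest on the same genes. The result depends on which genes form the background, and the paper's text does not name it, nor the annotation or the tool used.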

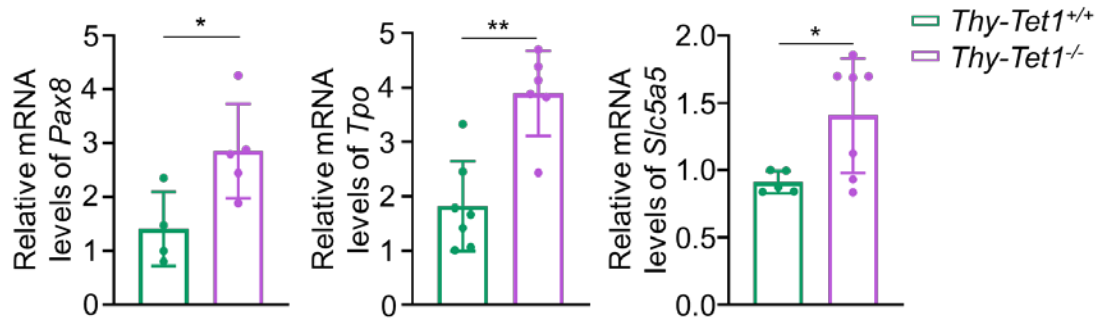

**Supplementary Fig. 4** mRNA levels of *Pax8*, *Tpo* and *Slc5a5* in thyroid tissues of *Thy-Tet1*<sup>+/+</sup> and *Thy-Tet1*<sup>-/-</sup> mice were determined by qRT-PCR.  $\beta$ -Actin was used as an internal reference gene. The data were presented as the mean  $\pm$  SD. \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ .

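The qRT-PCR measures the level of each transcript relative to that of β-actin in the same sample. Primers printed in the supplement were matched without mismatches to the transcripts of GENCODE M21, on the mouse genome build GRCm38. The sense primer for *Slc5a5* spans exons 1 and 2 and its antisense primer exons 5 and 6, on chromosome 8 between 70889697 and 70892306, and they delimit 354 bp of the transcript. The *Pax8* primer printed as antisense matches the sense strand in exon 2, on chromosome 2 from 24475126 to 24475145. The *Pax8* primer printed as sense, as read from the supplement, has no exact match in the annotated transcripts. Primers that lie in separate exons, as those for *Slc5a5*, do not give the same product from genomic DNA.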

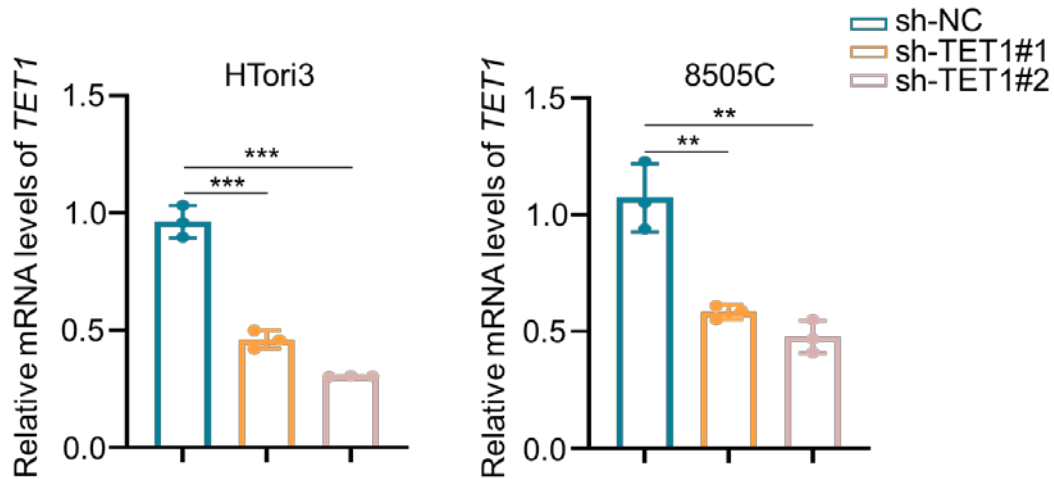

**Supplementary Fig. 5** The knockdown efficiency of TET1 was determined by qRT-PCR.  $\beta$ -Actin was used as an internal reference. The data were presented as the mean  $\pm$  SD. \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ .

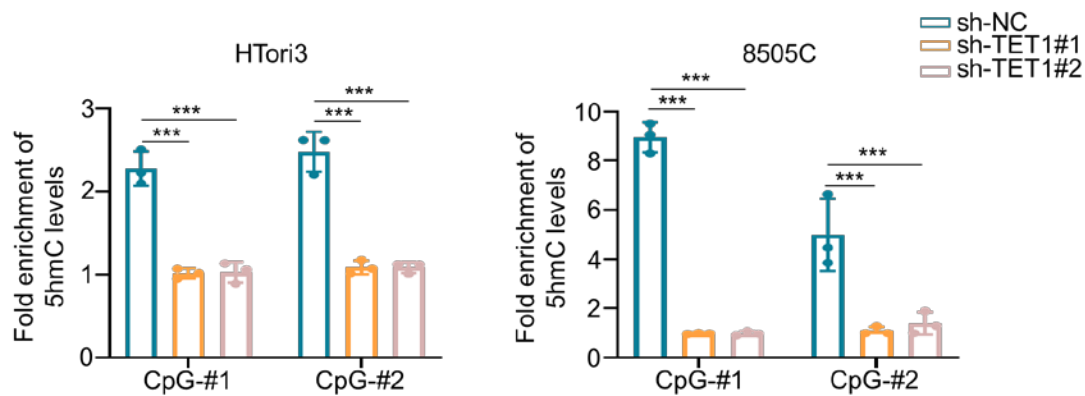

**Supplementary Fig. 6** The enrichment of 5hmC in *PAX8* promotor was determined by hMeDIP-qPCR in TET1-knockdown HTori3 and 8505C cells. The data were presented as the mean  $\pm$  SD. \*\*\*,  $P < 0.001$ .

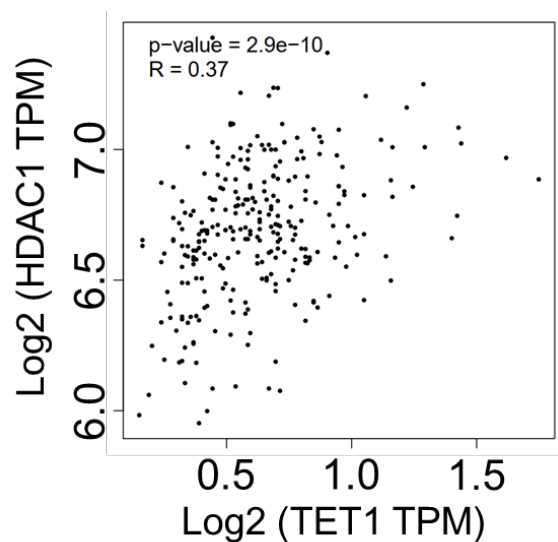

**Supplementary Fig. 7** The correlation between *TET1* and *HDAC1* mRNA expression in normal thyroid tissues (Data from GEPIA2 database).

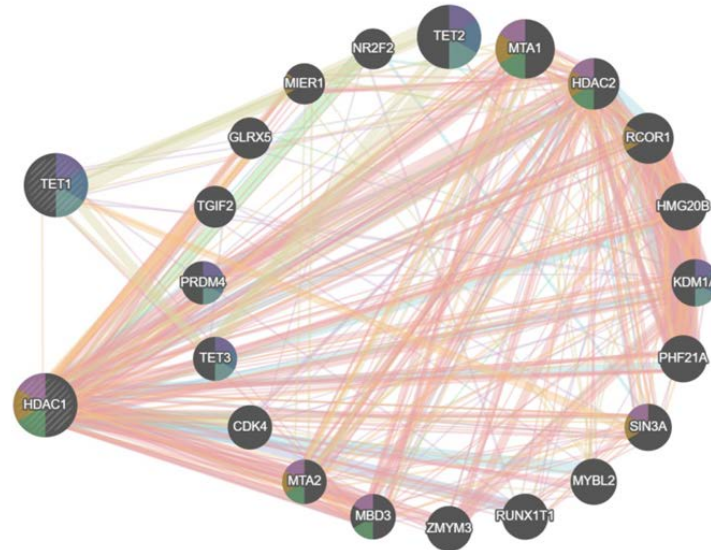

**Supplementary Fig. 8** GeneMANIA database was used to predict the interaction between TET1 and HDAC1.

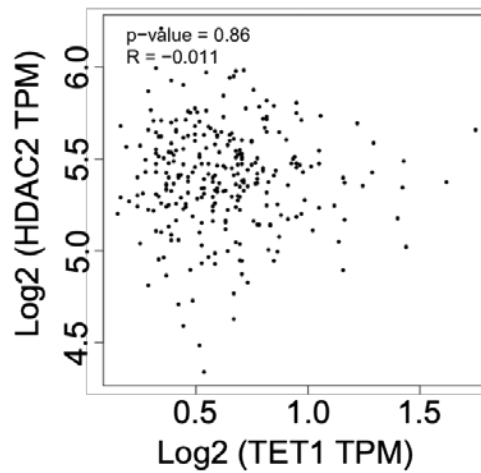

**Supplementary Fig. 9** The correlation between *TET1* and *HDAC2* mRNA expression in normal thyroid tissues (Data from GEPIA2 database).

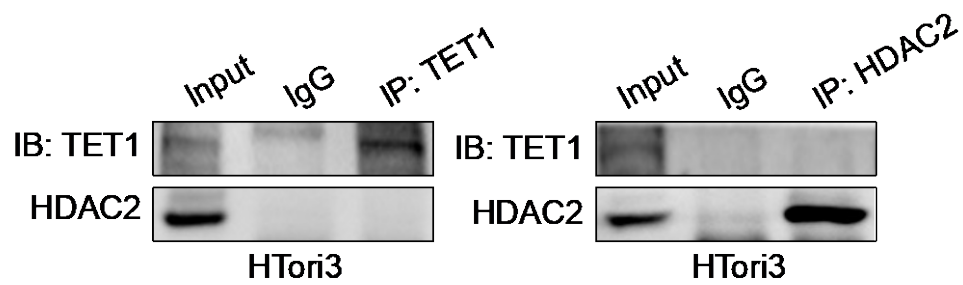

**Supplementary Fig. 10** Co-immunoprecipitation (Co-IP) assays demonstrating no interaction between TET1 and HDAC2 in HTori3 cells.

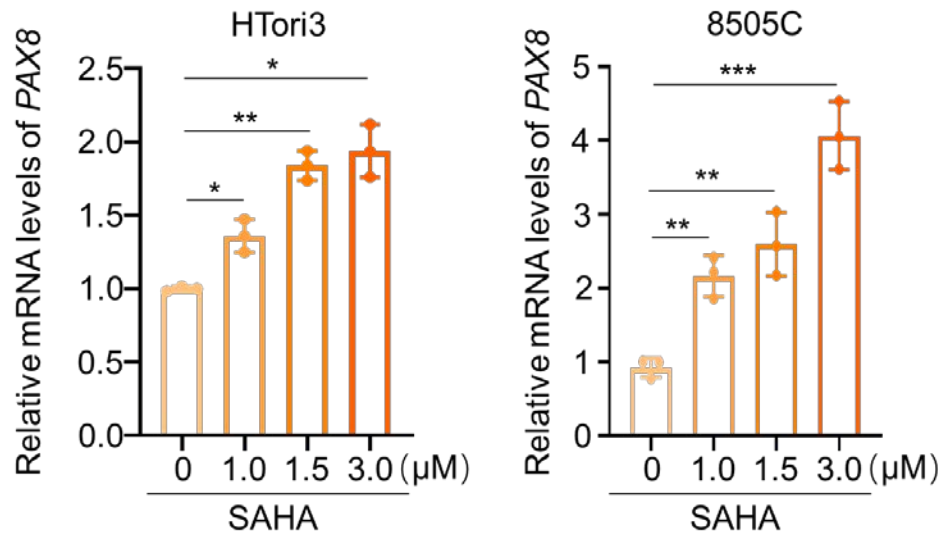

**Supplementary Fig. 11** HTori3 and 8505C cells were treated with different doses of vorinostat (SAHA), and mRNA levels of *PAX8* were then determined by qRT-PCR. DMSO was used as the control. The data were presented as the mean  $\pm$  SD. \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ .

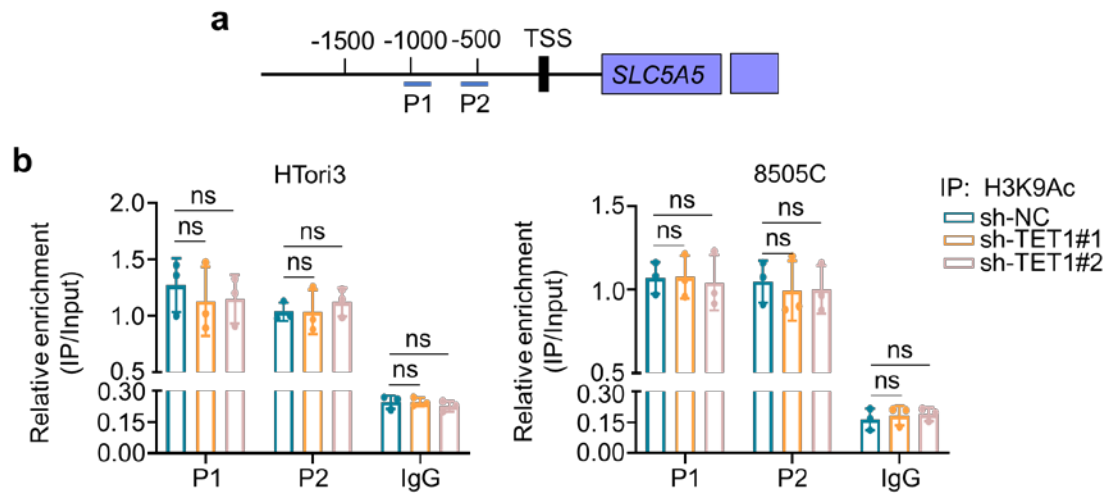

**Supplementary Fig. 12 a** The primers were designed to amplify two regions (P1 and P2) of the promoter of *SLC5A5*. **b** The enrichment of H3K9Ac in *SLC5A5* promotor was determined by ChIP-qPCR in TET1-knockdown HTori3 and 8505C cells. IgG antibody was used as a negative control. The data were presented as the mean  $\pm$  SD. ns, no significance.

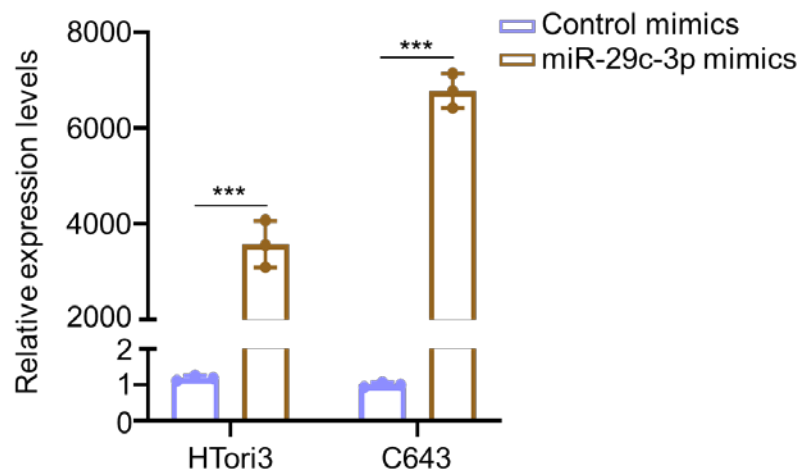

**Supplementary Fig. 13** HTori3 and C643 cells were transfected with control mimics and miR-29c-3p mimics, and the levels of miR-29c-3p were then examined by qRT-PCR. *U6* was used as an internal reference. The data were presented as the mean  $\pm$  SD. \*\*\*,  $P < 0.001$ .

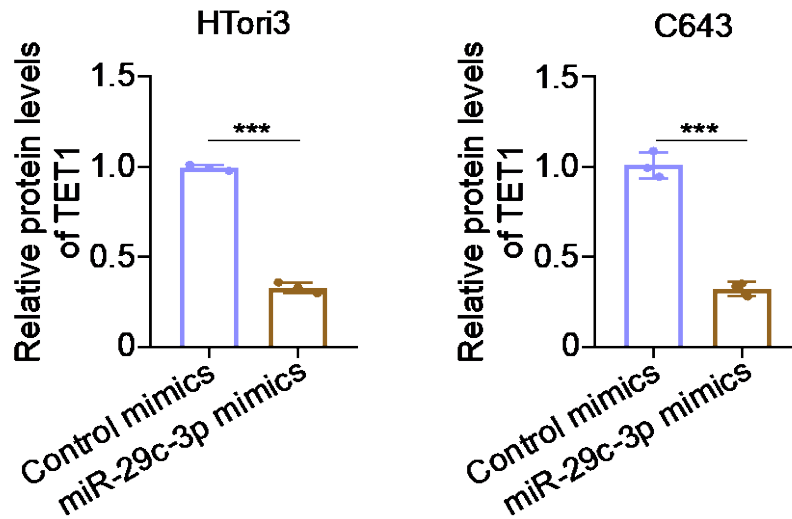

**Supplementary Fig. 14** Shown were the quantification of TET1 protein levels relative to  $\beta$ -Actin in HTori3 (left panel) and C643 (right panel) cells (related to Fig. 9h).

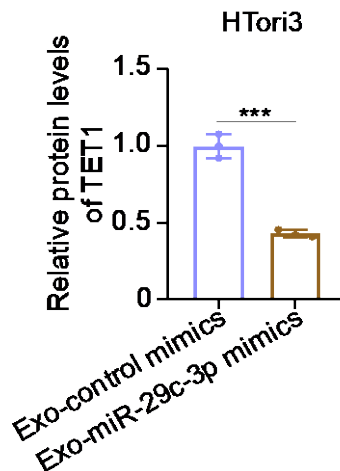

**Supplementary Fig. 15** Shown was the quantification of TET1 protein levels relative to  $\beta$ -Actin in HTori3 cells (related to Fig. 9i).

How the deposited data were processed for this re-analysis (not part of the article)

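RNA-seq of thyroid glands from female mice at 12 weeks was analysed, with 3 libraries labelled *Thy-Tet1*+/+ and 3 labelled *Thy-Tet1*-/-. The authors deposited raw counts per gene, whole numbers without normalization, for 21878 genes, with the library preparation described as poly(A)-selected and directional, in a protocol text that speaks of retinas. The paper's text does not name the aligner, the counting program, the genome build or the annotation behind these counts. The genes carry symbols, RefSeq accessions and NCBI gene identifiers, together with GO and KEGG annotation. There were 0 further columns of values per library. 27 symbols had been turned into dates and were restored from their NCBI gene identifiers. Libraries were assigned to groups by their labels, and the columns were checked for pooled or duplicated libraries by comparing the replicates of each group.

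Total counts ranged from 8867683 to 19950898 per library, and a level of 3 counts was between 0.150 and 0.338 CPM. Such floors cover counting error only. The common dispersion across genes corresponded to a biological coefficient of variation of 0.327, so that the spread between mice and not the depth limits most comparisons.

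Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by its filterByExpr function, which left 14143 genes, and libraries were scaled by TMM. The groups were compared with the quasi-likelihood test (glmQLFit and glmQLFTest) and p-values were adjusted by the Benjamini-Hochberg method. Genes were called differentially expressed by the limits in the legend of Fig. 5, an absolute log2 fold change above 0.585 and an unadjusted p under 0.05. The statistics section of the paper names Student's test, analysis of variance and a general limit on p for the whole paper, without naming a test for the counts. CPM values used the TMM-scaled library sizes. Log2 CPM for scores and gene set tests had a prior count of 2. The genes of Fig. 5b were tested as a set with the camera function of limma 3.58.1 and a preset inter-gene correlation of 0.01. An exact permutation test of the list mean was added after the data had been seen. GO and KEGG terms with 5 to 500 tested genes were tested by one-sided Fisher's exact tests against the tested genes with any annotation of that kind. Marker scores and single genes were compared with two-sided exact permutation tests, which for 3 mice against 3 cannot give a p below 0.10. Near-identical genes, such as the globin genes of the blood list, can share reads, and their separate counts are uncertain. Overlaps between the exons of named genes and other genes were taken from GENCODE M21. Among the named genes, *Tet2*, *Foxe1*, *Tg* and *Hoxa3* overlap transcripts that the count table does not list, and whether the counting used strand is not stated, so part of their counts is uncertain.

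Before the data were examined, the comparisons, the marker lists, the rule for the genes named in the text and most alternatives were written down. The named genes were *Tet1*, the genes of Fig. 5b, other genes the paper names in this experiment, the marker genes, 5 sex-linked genes, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05 whose groups do not overlap. *Xist* was not analysed here. The alternatives were relative log expression (RLE) size factors, the Wald test of DESeq2 1.42.0, limma-voom, no filter on low counts, at least 10 counts in every library, scaling to 10 epithelial marker genes, a covariate for the score of 6 non-thyroid tissue lists, the replicate number as a block, and each library left out in turn. The gene set and enrichment results had further alternatives for the list, the correlation, the genes tested and the background. A robust quasi-likelihood fit, and per-library offsets for transcript length and GC content with and without the replicate block, were added after the data had been seen. Length and GC content came from the longest GENCODE M21 transcript of each symbol and were known for 13706 of the 14143 tested genes (96.9%).

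The pairing by replicate number comes from the sample labels, which number the mice 1 to 3 in each group. The paper states that the controls were wild-type littermates of the knockout mice. Neither it nor the labels say which mice shared a litter, or that same-numbered mice were littermates or were processed together.

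The same code was tested on simulated data, drawn from the means, dispersion and library sizes of these libraries, with 200 genes changed by a log2 fold change of 1, 2 or 3 in either direction. Of 14016 tested genes, edgeR called 131 with an adjusted p under 0.05, of which 125 were changed genes and 6 were not. At the limits of Fig. 5 it called 617, of which 182 were changed genes and 435 were not. DESeq2 called 220 with an adjusted p under 0.05, of which 63 were not changed, and limma-voom called 125, of which 4 were not changed.

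The result for 1 gene that the paper names is not reported here. Experiments measured by staining, western blotting, qRT-PCR, blood chemistry or in cell lines were left out, since the counts do not cover them. No sequence reads were aligned, so usage of single exons was not analysed here.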

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

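The tests of explanations in these paragraphs were chosen after the results had been seen, while the circadian marker list was scored as written beforehand. The paper does not report the levels of the genes named here in the RNA-seq.

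*Tet1* had higher counts in each of the 3 libraries labelled *Thy-Tet1*-/- than in any *Thy-Tet1*+/+ library, with a log2 fold change of 1.28. Correction for transcript length and GC content left it at 1.38, the covariate for neighbouring tissue at 1.21, and removal of the shallowest library, *Thy-Tet1*+/+ replicate 1, at 1.52. Scaling to the epithelial marker genes gave 1.47. None of these removed the difference, and removal of the shallowest library raised it, so depth of that library does not account for it. Over the tested genes the log2 fold changes had Spearman correlations of -0.0287 with transcript length and 0.0134 with GC content, and the correction for them raised the value of *Tet1*, so there was no sign that such a bias made it higher. The tissue covariate holds 47.2% of the variance of the tissue scores, so neighbouring tissue is not ruled out. With the group labels exchanged the log2 fold change is -1.28 by construction, so the counts cannot show whether the labels are exchanged, and the pattern cannot be told apart from that explanation. An exchange would also turn around every other direction given for these libraries. The genotype is a biological explanation the design gives, but counts per gene do not show whether the transcripts of the targeted allele lack the deleted exons.

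Clock genes outside those the paper discusses differed between the groups. The circadian marker score was higher by 0.63 in the libraries labelled *Thy-Tet1*-/-, and the groups did not overlap (two-sided exact permutation test, p = 0.10, the smallest that 3 against 3 allow, adjusted p = 0.600 over 15 lists). *Dbp* had a log2 fold change of 2.93 with an adjusted p of 0.0466 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in a range of 9.59e-27 to 0.242 over the alternatives. Of 12 clock genes, those that peak around dawn fell by a mean of 1.18, and those that peak from day to evening rose by a mean of 1.23. The mean change with the sign of each gene's phase was 1.22, above all 10000 random lists matched on expression (percentile 100). Clock genes are not independent of each other, so this rank among genes does not measure the spread between mice. In 11 of the 12 genes the change followed the phase, and the exception was *Per1*, at -1.24. The signed score was between 3.25 and 3.71 in the libraries labelled *Thy-Tet1*-/- and between 2.07 and 2.62 in the *Thy-Tet1*+/+ libraries. This is 3 of 3 libraries in the same direction (two-sided exact permutation test, p = 0.10, the smallest that 3 against 3 allow). The signed mean change was 1.35 with the covariate for neighbouring tissue, which does not rule out that explanation. After the length and GC correction it was 1.19, with 11 of the 12 genes still following their phase. The correlations given for *Tet1* also leave little length or GC bias between the groups. Single libraries did differ, with length correlations from -0.22 to 0.27 within the *Thy-Tet1*+/+ group. The correction was made per library and left the signed mean change nearly the same, which argues against such a bias as the cause of the pattern in the clock genes. Collection of the groups at different times of day may explain the opposite movement, and so may an effect of the genotype on the clock. No collection time is stated for any mouse, so the counts cannot tell these explanations apart.

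*Fgfbp1*, *Inmt*, *Traf1* and *Nuak1*, which the paper does not discuss, rose by 2.13, 1.95, 1.93 and 1.53 on the log2 scale, each in 3 of 3 libraries labelled *Thy-Tet1*-/- against all *Thy-Tet1*+/+ libraries. Their adjusted p was 0.0466 each (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives it ranged from 4.57e-12 to 0.242 for *Fgfbp1*, from 1.60e-22 to 0.242 for *Inmt*, from 6.18e-17 to 0.246 for *Traf1* and from 3.35e-11 to 0.310 for *Nuak1*. The log2 fold changes under the covariate for neighbouring tissue were 2.11, 1.93, 1.83 and 1.61, and after the length and GC correction 2.11, 1.88, 1.91 and 1.52. The length and GC correction left each of these rises nearly unchanged, which argues against length or GC bias as their cause. The covariate holds 47.2% of the variance of the tissue scores, so neighbouring tissue is not ruled out. Whether the rises depend on the genotype or on the time of collection was not tested.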

How the results depend on the processing

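Of the alternatives, 3 were chosen after seeing the data, namely a robust quasi-likelihood fit, a length and GC correction, and that correction with the replicate block.

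The number of genes within the paper's limits was 1301 and stayed between 1074 and 1822 over 17 alternatives, within 1.5 times 1301 in each. Scaling to the epithelial marker genes gave the 1822, of which 1628 were higher. The number of genes with an adjusted p under 0.05, 16 by edgeR, was 1210 with DESeq2, 25 with at least 10 counts in every library, 27 with the length and GC correction and 3 with the covariate for neighbouring tissue (*Dbp*, *Tshr* and *Gpx2*, the last named after its value was seen). It was 0 with the replicate block, 0 with epithelial scaling and 0 with the replicate block and the length and GC correction, where 1900, 2264 and 2233 genes had an unadjusted p under 0.05. It was from 0 to 1 across the 6 fits that each left out one library, where 1769 to 2980 genes had an unadjusted p under 0.05. The cause was not tested, apart from one test of the gap to DESeq2 given with the other observations.

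*Tet1* and *Pax8* kept their direction in all 17 alternatives. DESeq2 called them, at log2 fold changes of 1.31 and 0.43. *Slc5a5* ranged from -0.084 to 0.34 across the fits that each left out one library, and so changed sign. *Foxe1* was -0.0073 with the length and GC correction, -0.0081 with that correction and the replicate block, and between -0.037 and 0.24 with one library left out. *Creb1* was near 0 and changed sign with RLE size factors (0.0070), DESeq2 (0.0084), limma-voom (0.012), at least 10 counts in every library (0.0087), the replicate block (0.0011) and epithelial scaling (0.18, where the median of all genes was 0.23), and ranged from -0.14 to 0.17 with one library left out. *Creb5* was 0.016 with the replicate block and between -0.71 and 0.73 with one library left out. For none of these was the cause tested.

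The mean log2 fold change of the Fig. 5b genes was -0.05 and became 0.0030 with limma-voom and 0.16 with epithelial scaling, against 0.05 and 0.28 over the other genes, and lay between -0.15 and 0.083 with one library left out. Of the paper's 9 GO terms and 8 pathways large enough to test, 0 had an adjusted p under 0.05, against 1 with GO and 1 with KEGG at an unadjusted p under 0.05. With all genes of the table as background 1 had one, and in the other alternatives none. Among genes with an adjusted p under 0.05, thyroid hormone metabolic process and PPAR signaling pathway held 0 and 0 times the expected number of genes. Thyroid hormone synthesis was at 0.926 times the expected number with the replicate block. The number of marker lists whose groups did not overlap, 2 of 15, was 1 with the median over each list and between 2 and 8 with one library left out, where chance gives 10% of lists for 3 against 3 and more for 2 against 3. With the replicate block, 5 lists differed in the same direction in all pairs. The cause was not tested.

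For other single genes and terms, each result was compared with each alternative, so that 1 result can count more than once. An adjusted p under 0.05 was lost in 46 and gained in 9 such comparisons. With 1 library left out it was lost in 74 comparisons and gained in 1. Depth limits genes near the floor of 3 counts. The simulated data show what 3 mice per group recover at an adjusted p under 0.05 with edgeR, which was 17 of 68 genes changed by 1 on the log2 scale, 50 of 66 changed by 2 and 58 of 66 changed by 3.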

Differences from the paper's values

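Gene numbers per term read by eye from the charts differed from those counted here by more than 1.5 times in 17 of 21 terms, 12 lower and 5 higher here. None of the alternatives set before the data were examined brought any of these 17 to within 1.5 times. All of them kept the annotation deposited with the counts, while the paper's text does not name its own. They therefore cannot show whether the annotation accounts for the differences. The other 4 terms also had different numbers, about 6 in thyroid gland development against 4 here, about 3 in response to cAMP against 4 (Supplementary Fig. 3b), about 8 in thyroid hormone signaling pathway against 11 and about 3 in autoimmune thyroid disease against 2 (Supplementary Fig. 3c). For 6 terms the annotation gave fewer tested genes than the paper's number, so that number could not be reached among the tested genes. These were regulation of hormone levels (3 tested genes), thyroid hormone metabolic process (8), thyroid hormone generation (7), gland development (6), endocrine system development (1) and regulation of hormone metabolic process (2). For the paper's GO terms, Supplementary Fig. 3b shows about 14 genes in regulation of hormone levels against 0 here, about 12 in hormone metabolic process against 1, about 12 in thyroid hormone metabolic process against 3 and about 12 in thyroid hormone generation against 0. The same Supplementary Fig. 3b shows about 8 in gland development against 1, about 8 in endocrine system development against 0, about 6 in hormone biosynthetic process against 1 and about 5 in hydrogen peroxide metabolic process against 0. It also shows about 4 in hormone secretion against 0, about 4 in hydrogen peroxide biosynthetic process against 0 and about 3 in regulation of hormone metabolic process against 0 (Supplementary Fig. 3b). For the paper's pathways, Supplementary Fig. 3c shows about 15 genes in thyroid hormone synthesis against 7 here, about 6 in PI3K–Akt signaling pathway against 40 and about 5 in cAMP signaling pathway against 16. It further shows about 4 in MAPK signaling pathway against 27, about 3 in cGMP-PKG signaling pathway against 9 and about 3 in AMPK signaling pathway against 12 (Supplementary Fig. 3c).

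The paper states that the DEGs are enriched for hormone and thyroid hormone terms, and here 0 of the 9 of its GO terms with at least 5 tested genes and 0 of its 8 annotated pathways had an adjusted p under 0.05, with 1 and 1 at an unadjusted p under 0.05. The other 4 of its GO terms were too small for the adjusted test. PI3K–Akt signaling pathway, which the paper names, reached an adjusted p of 0.0116 when all annotated genes of the table were the background, in a range of 0.0116 to 1 over the alternatives.

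The paper states that *Pax8* and *Slc5a5* were upregulated, from RNA-seq, RT–qPCR and protein levels, of which the counts cover only the RNA-seq. Here the log2 fold changes were 0.42 and 0.12, and neither had an adjusted p under 0.05 by edgeR. DESeq2 called *Pax8* at an adjusted p of 4.66e-04, in a range of 4.66e-04 to 0.368, and its log2 fold change passed 0.585 only with epithelial scaling, at 0.64, where the median of all tested genes was 0.23. *Slc5a5* was not called in any alternative.

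The legend of Fig. 5b calls its genes differentially expressed. Of the 37 matched genes, 4 met the paper's limits here, namely *Nkx2-1*, *Hoxa3*, *Dio1* and *Tshr*. *Tshr* met them in all 17 alternatives. With the covariate for neighbouring tissue it was alone. *Nkx2-1* also failed them without *Thy-Tet1*+/+ replicate 3, without the library labelled *Thy-Tet1*-/- replicate 1 or 3, and with the replicate block and length and GC correction, chosen after seeing the data. *Hoxa3* also failed without *Thy-Tet1*+/+ replicate 1 or 2 and without the library labelled *Thy-Tet1*-/- replicate 1 or 3, and *Dio1* without *Thy-Tet1*+/+ replicate 1 and with epithelial scaling. The limits were also met by *Prkar2b* with limma-voom, with the replicate block (also with the length and GC correction, chosen after seeing the data) and without *Thy-Tet1*+/+ replicate 1 or the library labelled *Thy-Tet1*-/- replicate 3, and by *Pax8* with epithelial scaling. They were met by *Duoxa1* and *Efna4* without *Thy-Tet1*+/+ replicate 1, by *Crem* without *Thy-Tet1*+/+ replicate 2, and by *Creb3* without *Thy-Tet1*+/+ replicate 2, without the library labelled *Thy-Tet1*-/- replicate 1 and with the length and GC correction, chosen after seeing the data. DESeq2 gave 6 genes of the list an adjusted p under 0.05, which were *Creb3*, *Dio1*, *Nkx2-1*, *Pax8*, *Tg* and *Tshr*. Fig. 5b shows *Slc5a5*, *Creb1* and *Creb5* higher in every knockout mouse, and here the groups of all of these overlapped, with log2 fold changes of 0.12, -0.01 and -0.37.

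The paper describes a loss of *Tet1* in the thyroid of these mice from genotyping, TET1 protein and staining for hydroxymethylcytosine. Here *Tet1* transcript counts had a log2 fold change of 1.28 in the libraries labelled *Thy-Tet1*-/-, positive in all 17 alternatives. Counts per gene measure RNA of the whole gland. They show neither the protein nor whether the transcripts lack the deleted exons, so they do not test the loss the paper describes.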

Other observations

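The tests of *Tshr* and of the gap between edgeR and DESeq2, and the choice of genes in the test of follicular cell share, were chosen after the results had been seen, and the others were not.

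The libraries differed in the scores of tissues next to the thyroid. The skeletal muscle score ranged from 1.21 to 9.39, the parathyroid score from 3.98 to 10.8, and the thymus and lymphocyte score from -1.52 to 4.05, with overlapping groups in each. The white fat and brown fat scores were higher in the libraries labelled *Thy-Tet1*-/- by more than the standard deviation within either group, and are given with the PPAR signaling pathway below. With the score of 6 such tissue lists as a covariate, 1208 genes met the paper's limits, of which 998 were among the 1301. The covariate, a first principal component, holds 47.2% of the variance of the 6 scores, so tissue differences outside it were left uncorrected and are not ruled out as a cause of calls. A larger share of follicular cells was weighed as an explanation for *Pax8* and *Slc5a5*. Scaling to the epithelial marker genes gave log2 fold changes of 0.64 and 0.31, and 0 of the 2 genes lost most of its change. The scaling raised the median of all tested genes to 0.23, because the epithelial score was lower in the libraries labelled *Thy-Tet1*-/-, with overlapping groups, so it moved both values away from 0 and could not have removed them. The change of *Slc5a5* was also within its standard error. The follicular cell score was lower by 0.38 in the libraries labelled *Thy-Tet1*-/-, below the *Thy-Tet1*+/+ libraries in 3 of 3. Both scores thus moved opposite to a larger share of follicular cells, although the follicular list holds *Tshr* and other genes of Fig. 5b.

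*Tshr* had the largest change of the genes in Fig. 5b, lower in 3 of 3 libraries labelled *Thy-Tet1*-/- than in any *Thy-Tet1*+/+ library. Its log2 fold change was -2.16 (adjusted p = 0.0466 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p ranged from 2.95e-23 to 0.242 over the alternatives. It was -1.93 after scaling to the epithelial marker genes, -2.20 after the length and GC correction and -2.04 with the covariate for neighbouring tissue. A smaller share of follicular cells, as far as the epithelial markers measure it, accounts for little of the fall. The length and GC correction enlarged the fall slightly, so there was no sign that such a bias made it. The covariate for neighbouring tissue moved it by less than its standard error. Dilution by such tissue would also lower other follicular genes. The follicular cell score, which includes *Tshr*, was lower by 0.38. The mean log2 fold change of the 37 genes of Fig. 5b was -0.05, with 17 higher and 20 lower. These values argue against dilution by neighbouring tissue as the cause of the fall. Other effects of neighbouring tissue are not ruled out. An effect of the genotype on *Tshr* may explain the fall, as a hypothesis from the same data. The direction of the fall cannot be told apart from an exchange of labels, under which it would turn around. The time of collection was not tested.

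DESeq2 gave 1210 genes with an adjusted p under 0.05 and edgeR gave 16. That a few genes with very variable counts weaken edgeR's sharing of information was tested with its robust fit, which gave 23 genes, so this explanation was not borne out. In the simulated data, 28.6% of the genes called by DESeq2 and 4.58% of those called by edgeR were unchanged. With 200 genes changed there, DESeq2 called 220 genes and edgeR 131, a much smaller gap than 1210 against 16. The simulated shares therefore cannot give the share of unchanged genes among the 1210, and the cause of the gap stays open.

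The 6 libraries make 10 splits into 3 and 3, of which 4 part all same-numbered pairs, the real one included. Of these 4 splits, 1, the real one, gave as many as 1301 genes within the paper's limits, and the other three gave between 308 and 559. The remaining 6 splits, which part 1 pair each, gave between 183 and 631. For genes with an adjusted p under 0.05, 2 of the 4 splits gave as many as 16, the real one and the one that sets *Thy-Tet1*+/+ replicates 1 and 3 with the library labelled *Thy-Tet1*-/- replicate 2 against the rest. With 4 splits the smallest share is 0.25, so these counts cannot rule out a result of grouping alone.

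PPAR signaling pathway, which the paper does not name, held 18 differentially expressed genes of 60, with an adjusted p of 0.0017 from a one-sided Fisher's exact test, in a range of 5.67e-07 to 1 over the alternatives. The white fat score was higher by 1.71 and the brown fat score by 1.29 in the libraries labelled *Thy-Tet1*-/-, with overlapping groups (two-sided exact permutation test, p = 0.20 for each, adjusted p = 0.600 over 15 lists). Each was higher in 3 of 3 same-numbered pairs. The pathway held 3.19 times the expected number of genes with all libraries. Without the library labelled *Thy-Tet1*-/- replicate 1, with the highest white fat score (6.23), it held 6 genes, 1.22 times the expected number. Without *Thy-Tet1*+/+ replicate 3, with the lowest (1.96), it held 1.56 times. Leaving out any other library gave between 1.88 and 3.81 times. The enrichment thus leaned most on the libraries at the ends of the white fat score. Whether fat around the gland accounts for the pathway was not tested directly.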
